# Spatiotemporal Regulation of a Single Adaptively Evolving *Trans*-Regulatory Element Contributes to Spermatogenetic Expression Divergence in *Drosophila*

**DOI:** 10.1093/molbev/msac127

**Published:** 2022-06-10

**Authors:** Yumei Huang, Rui Shang, Guang-An Lu, Weishun Zeng, Chenglong Huang, Chuangchao Zou, Tian Tang

**Keywords:** *cis* and *trans* regulation, pleiotropy, selection, microRNAs, spermatogenesis

## Abstract

Due to extensive pleiotropy, *trans*-acting elements are often thought to be evolutionarily constrained. While the impact of *trans*-acting elements on gene expression evolution has been extensively studied, relatively little is understood about the contribution of a single *trans* regulator to interspecific expression and phenotypic divergence. Here, we disentangle the effects of genomic context and miR-983, an adaptively evolving young microRNA, on expression divergence between *Drosophila melanogaster* and *D. simulans*. We show miR-983 effects promote interspecific expression divergence in testis despite its antagonism with the often-predominant context effects. Single-cyst RNA-seq reveals that distinct sets of genes gain and lose miR-983 influence under disruptive or diversifying selection at different stages of spermatogenesis, potentially helping minimize antagonistic pleiotropy. At the round spermatid stage, the effects of miR-983 are weak and distributed, coincident with the transcriptome undergoing drastic expression changes. Knocking out miR-983 causes reduced sperm length with increased within-individual variation in *D. melanogaster* but not in *D. simulans,* and the *D. melanogaster* knockout also exhibits compromised sperm defense ability. Our results provide empirical evidence for the resolution of antagonistic pleiotropy and also have broad implications for the function and evolution of new *trans* regulators.

## Introduction

The evolution of gene expression and regulation is thought to underlie much of adaptation (Carroll 2000, 2008; Lemmon et al. 2014; Verta and Jones 2019; Wang et al. 2019; Diaz-Valenzuela et al. 2020; El Taher et al. 2021). Genetic variation that affects variation in gene expression occurs both in *cis* via linked polymorphisms of a gene and in *trans* through diffusible products of other genes (Wittkopp et al. 2004; Emerson and Li 2010; Signor and Nuzhdin 2018; Hill et al. 2021). Recent studies have shown that *cis* effects on gene expression are commonly predominant between species (Wittkopp et al. 2004, 2008; Shi et al. 2012; Lemmon et al. 2014), whereas *trans* effects play a larger role within species (Emerson et al. 2010; Pritchard et al. 2017; Diaz-Valenzuela et al. 2020; Josephs et al. 2020). Nevertheless, changes in *trans*-regulatory elements are shown to provide a jump-start formation of new circuits and also play a key role in the evolution of gene regulation (Lynch and Wagner 2008; Li and Johnson 2010; Jarvela and Hinman 2015; Britton et al. 2020). In contrast to considerable evidence that *cis* mutations are the primary sources of phenotypic novelty (Carroll 2000, 2008), relatively little is known about how individual *trans*-acting variants contribute to the long-term gene expression divergence and adaptation of species although the overall *trans* effects for each gene at the genomic scale are often studied for interspecies hybrids (Wittkopp et al. 2004, 2008; Shi et al. 2012; Coolon et al. 2014; Lemmon et al. 2014; Wang et al. 2019).

It is difficult to discern gene-specific *trans* effects and infer their contributions to divergence and adaptation for several reasons. First, *trans*-regulatory elements are typically highly conserved and exhibit extensive pleiotropy, which makes it difficult to compare gene-specific *trans* effects on phenotypes between species. Compared with *cis*-regulatory elements, *trans*-regulatory elements are more often subject to antagonistic pleiotropy, in which a gene has opposing effects on different components of fitness (Wagner and Zhang 2011; Qian et al. 2012; Chen and Zhang 2020). Yet antagonistic pleiotropy is known to limit the extent and rate of adaptation (Fisher 1930; Orr 2000). Second, empirical evidence shows that compensation between *cis* and *trans* effects, when they occur simultaneously and affect target gene expression in opposite directions, is prevalent and likely resulted from stabilizing selection (Shi et al. 2012; Signor and Nuzhdin 2018; Bao et al. 2019). So, it is difficult to infer the contribution of *trans* effects to adaption at the expression level. Third, the common approaches used to disentangle *cis*- and *trans*-effects provide little insight into the specific genetic changes underlying regulatory variation (Hill et al. 2021). While the allele-specific gene expression approach using F1 hybrids can assign the effects of all *cis* or *trans* elements to each target gene, it cannot disentangle the effect of each single regulatory element. By contrast, the expression quantitative trait loci (eQTL) mapping approach using panels of genetically different individuals shuffled by recombination can capture the regulatory effect of individual loci but eQTLs often span relatively large genomic regions, making identifying causal variants difficult (Hill et al. 2021).

Here, we study the relative contributions of a single *trans*-regulatory element and the genomic context to testis gene-expression divergence between *D. melanogaster* and *D. simulans.* Specifically, we addressed how *trans*-regulatory elements respond to positive selection avoiding antagonistic pleiotropy. To overcome the caveats of previous approaches, we used gene replacement and single-cyst RNA-seq analysis. The *trans*-regulatory element we analyzed is an adaptively evolving microRNA (miRNA), miR-983, which shows sequence divergence between *Drosophila* species (Lyu et al. 2014; Mohammed et al. 2014), possesses a large number of targets, exhibits testis-preferential expression (Lyu et al. 2014; Mohammed et al. 2014; Mohammed et al. 2018), and affects different components of male fitness (Lu et al. 2018; Zhao et al. 2021) so is suitable for this study. Our results suggest that despite antagonism with the often-predominant *cis* effects, *trans* regulators may reduce pleiotropy and respond to natural selection via spatiotemporally specific regulation. Such regulation is likely determined by the dynamic expression of genes affected, rather than the regulators.

## Results

### MiR-983 Exerts Divergent Regulation between *Drosophila* Species

MiR-983 is an X-linked and testis-preferential new miRNA that is found only in the *melanogaster* subgroup (Lyu et al. 2014; Mohammed et al. 2014; Mohammed et al. 2018) (fig. 1*A*). We and others previously reported that miR-983 has evolved adaptively in both *D. melanogaster* and *D. simulans* (Lyu et al. 2014; Mohammed et al. 2014). Consistent with the expectation of distinct seed sequences, which are crucial for target recognition (Agarwal et al. 2018), loss-of-function mutants of miR-983 exhibit divergent mis-expression of genes between *D. melanogaster* and *D. simulans* (Zhao et al. 2021). However, it is unclear whether such divergence is caused by changes in miR-983 or in genomic contexts. To disentangle the effects of miR-983 and genomic contexts, we re-knocked out *mir-983* in *D. melanogaster* (*dme-mir-983-1/-2*) and replaced it with the orthologous copy from *D. simulans* (*dsi-mir-983a*) using a CRISPR-Cas9 system (fig. 1*A*; supplementary fig. S1A, Supplementary Material online; also see Supplementary Methods), resulting in three *D. melanogaster* strains of miR-983 knockout (KO), replacement, and wild type (WT). The previously generated *dsi-mir-983a* KO line in *D. simulans* and its control (Zhao et al. 2021) were also included in this study (fig. 1*A*; supplementary fig. S1A, Supplementary Material online). The complete removal of miR-983 in both species was confirmed by Sanger sequencing and quantitative real-time polymerase chain reaction (qRT-PCR) (supplementary fig. S1B, Supplementary Material online).

**Fig. 1.**
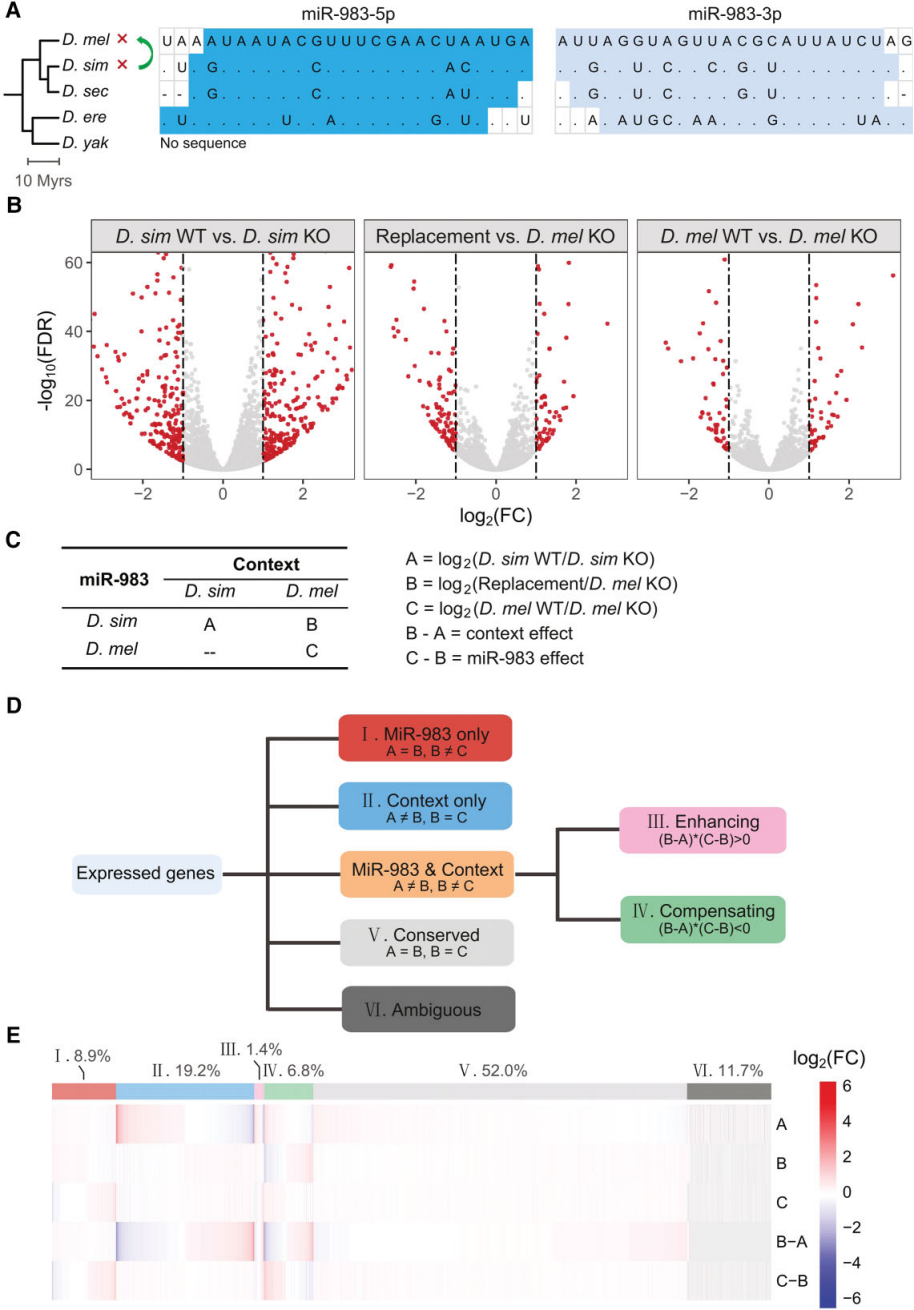
Disentangling the regulatory effects of miR-983 and the genomic context on testis gene expression. (*A*) Alignment of the mature sequences of miR-983. 5p and 3p arms are indicated separately. The phylogenetic tree of five *Drosophila* sibling species adopted from TimeTree (Kumar et al. 2017), constituting *melanogaster* subgroup, is shown on the left and scaled in million years (Myrs). Symbols to the right of the tree indicate the genetic manipulations of miR-983 used in this study: cross, knocking out; curved arrow symbol, gene replacement. Species abbreviations: *D. mel*, *D. melanogaster*; *D. sim*, *D. simulans*; *D. sec*, *D. sechellia*; *D. ere*, *D. erecta*; *D. yak*, *D. yakuba*. (*B*) Volcano plot showing the numbers and magnitudes of differentially expressed genes with |log_2_FC| > 1 and FDR < 0.05. The dotted lines denote 2-fold difference. (*C*) Explanation of each regulatory effect. (*D*) Gene classification flow chart based on regulatory effects shown in (*C*). (*E*) Clustered heatmap showing the magnitude of regulatory effects on each expressed gene. The proportions of genes in each category are denoted above.

Rather than a few predefined traits chosen to infer antagonistic pleiotropy, gene expression can be powerful molecular traits for addressing how miR-983 responds to natural selection despite antagonistic pleiotropy. While stabilizing selection would reduce divergence of gene expression between species, resulting in compensating *cis* and *trans* effects acting in opposite directions (Shi et al. 2012; Signor and Nuzhdin 2018; Bao et al. 2019), disruptive or diversifying selection would promote expression divergence, leading to enhancing *cis* and *trans* effects acting in the same direction (Shi et al. 2012; Signor and Nuzhdin 2018; Bao et al. 2019). To disentangle miR-983 effects (considered as *trans*-acting) and genomic context effects (considered as *cis*-acting) on expression divergence, we sequenced 15 adult testis RNA-seq libraries including three biological replicates each from the five strains used in this study (supplementary table S1, Supplementary Material online). 

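RNA from adult testes of D. sim WT, D. sim KO, D. mel WT, D. mel KO and the replacement line was sequenced from 3 replicates per line. The authors mapped the reads of each species to its own genome. They deposited, for each library, the number of reads counted on the exons of each gene, without normalization, and FPKM values from StringTie. Their counting ignored the strand, so genes that overlap on either strand are uncertain. Counts per library summed to between 15478484 and 26870894, with a median of 18845666. Here counts were normalized by edgeR's TMM method and tested by its quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment, in 1 fit per species. A compares D. sim WT with D. sim KO, B the replacement line with D. mel KO, and C D. mel WT with D. mel KO, while C-B compares D. mel WT with the replacement line. Gene identifiers were not paired between the species here. All genes of a species were therefore tested rather than the 1:1 orthologs, and no value was computed between species. Neither copy of mir-983 is among the genes of the count tables. Their FPKM was above 0 in 4 of 71 D. mel libraries and reached at most 0.147, so these libraries do not measure the deleted sequence.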

Levels of gene expression were measured as normalized mean counts by DESeq2 (Love et al. 2014). Genes with more than 5 normalized mean counts on average among replicates in at least one genotype were considered expressed. Among the 12,378 genes that are 1:1 orthologous between *D. melanogaster* and *D. simulans* (http://flybase.org/), 11,299 were expressed and retained for further analyses while the rest were discarded. 

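With the same threshold of 5 normalized mean counts, 12845 of the 17612 D. melanogaster genes in the count table were expressed in the testes of at least 1 D. mel genotype. Of these, 11462 are protein-coding in the reference annotation. In D. simulans, 12554 of 15266 genes were expressed. DESeq2's size factors in place of TMM gave 12842 and 12554 expressed genes.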

Consistent with the previous report that the null allele of miR-983 affects testis transcriptome more in *D. simulans* than in *D. melanogaster* (Zhao et al. 2021), more genes were differentially expressed (|log_2_FC| > 1 and FDR < 0.05; FC, fold change; FDR, false discovery rate) between miR-983 KO and control in *D. simulans* (559) than in *D. melanogaster* (115, fig. 1*B*). 

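Over all expressed genes of each species, 1285 were differentially expressed in A and 661 in C by edgeR's quasi-likelihood test at the same thresholds. In A, 731 of them were higher and 554 lower in D. sim WT than in D. sim KO. In C, 285 were higher and 376 lower in D. mel WT than in D. mel KO. The alternative that moved both numbers most was DESeq2's test against a log2 fold change of 1, chosen after the data were seen, which called 445 genes in A and 147 in C. The largest changes in C without overlap were in lncRNA:CR46414, CG8100 and CG13675, all on 3L. lncRNA:CR46414 (FBgn0286914), which overlaps another gene, had 317 ± 14.7 normalized counts in D. mel WT (SD, n = 3) and no read in D. mel KO, at least 307-fold lower against a floor of 3 counts over the group (edgeR adjusted p = 2.5e-08). CG8100 (FBgn0036410) had 640.5 ± 50.4 normalized counts in D. mel WT (SD, n = 3) and 1 read over the D. mel KO libraries, a ratio of 1730 with a 95% counting interval of 310 to 68300 (edgeR adjusted p = 2.2e-10). CG13675 (FBgn0035845) had 1567 ± 299 normalized counts in D. mel WT (SD, n = 3) and 3 reads over the D. mel KO libraries, a ratio of 1510 with an interval of 516 to 7310 (edgeR adjusted p = 1.9e-11). Such floors and intervals cover counting error only. In A, FBgn0268445 and FBgn0270882, both overlapping other genes, had no read in D. sim KO and were at least 109-fold and 107-fold higher in D. sim WT. FBgn0269256 and FBgn0269222 had no read in D. sim WT and were at least 175-fold and 169-fold lower there, and the latter overlaps another gene. From the different numbers of genes, the paper proposes that miR-983 exerts different regulation in both species.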

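In B, the comparison of the replacement line with D. mel KO, 794 genes were differentially expressed in testes by edgeR's quasi-likelihood test, 246 higher and 548 lower in the replacement line. The largest changes without overlap of replicates were in RabX2, CG8960 and lncRNA:CR44411. RabX2 (FBgn0030200), which lies on X and overlaps another gene, had 188.8 ± 28.3 normalized counts in the replacement line (SD, n = 3) and no read in D. mel KO, a difference of at least 183-fold. CG8960 (FBgn0035315) on 3L had 175.5 ± 9.96 normalized counts in D. mel KO (SD, n = 3) and no read in the replacement line, which makes it at least 185-fold lower there. lncRNA:CR44411 (FBgn0265584) on 2L was at least 129-fold higher in the replacement line, at 133.5 ± 27.8 normalized counts (SD, n = 3). On X, 6.41% of genes were called in B and 1.28% in C. On the arms of chromosomes 2 and 3 together, 6.21% were called in B and 5.83% in C. Each genotype is a single line, so genetic background is not separated from miR-983 in A, B, C or C-B.

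**Figure D1:**
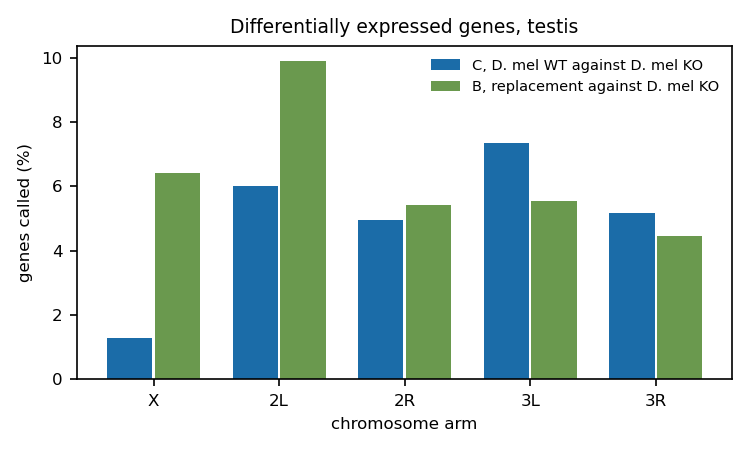
Percentage of tested genes on each chromosome arm called differentially expressed in testes, as bars for C and for B. On X, 1.28% of genes were called in C and 6.41% in B.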

The magnitude of mis-expression in the replacement line is somewhere in between (172) (fig. 1*B*). These results suggest that miR-983 exerts different regulation in *D. simulans* and *D. melanogaster*.

### Disentangling MiR-983 and Genetic Context Effects on Gene Expression

The observed expression changes between control and KO lines in both species reflect a combination of miR-983 and genomic background effects. By contrast, the replacement line isolates the *D. simulans* miR-983 action, while keeping the *D. melanogaster* genomic context. To decompose miR-983 effects and context effects on testis gene expression, we compared log_2_ ratio of WT/KO normalized mean counts in *D. simulans* (A = log_2_(*D. sim* WT/*D. sim* KO)) and *D. melanogaster* (C = log_2_(*D. mel* WT/*D. mel* KO)) with log_2_ ratio of replacement/*D. mel* KO normalized mean counts (B = log_2_(replacement/*D. mel* KO)) (fig. 1*C*; see Materials and Methods). Each of the three miR-983-containing genotypes was compared to a KO strain with matching genetic background. Context effects (B-A), including the *cis* effect and the context *trans* effect except for miR-983, were measured as the difference in expression change between lines with or without dsi-miR-983 in different genetic backgrounds (B for *D. melanogaster* and A for *D. simulans*, fig. 1*C*). The log2 fold changes of A, B, and C as calculated by DEseq2 were compared by a simple subtraction followed by a two-tailed Student's *t*-test. Significant expression differences between A and B (A ≠ B; two-tailed Student's *t*-test, *P* < 0.05) would reflect context effects (fig. 1*C*). By contrast, direct miR-983 effects (C-B) were measured as the difference in expression change between lines with the presence of different miR-983 orthologs (C for dme-miR-983 and B for dsi-miR-983) relative to KO in the *D. melanogaster* background (fig. 1*C*). Significant expression differences between B and C (B ≠ C; two-tailed Student's *t*-test, *P* < 0.05) would reflect miR-983 effects (fig. 1*C*).

Based on these criteria (fig. 1*C*), expressed genes were assigned into one of six categories (fig. 1*D*; supplementary fig. S2A, Supplementary Material online). About 11.7% of the total genes (1,322 of 11,299) are uninformative (category VI) and were thus removed from further analysis unless stated otherwise. In addition, 1,006 (∼8.9%) genes were associated with only miR-983 effects (A = B and B ≠ C, category I), which is about half of the genes affected only by the genetic background (2,169 or ∼19.2%, A ≠ B and B = C, category II; fig. 1*E*). 

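The number of testis genes for which B and C differ, whatever the relation of A to B, was 5084 of 12845 at an unadjusted p under 0.05 in edgeR's quasi-likelihood test of C-B, and 3766 at an FDR under 0.05. The alternative that moved it most was the procedure of the paper's methods, a Student's test on the log2 fold changes and standard errors of DESeq2, which gave 1680 genes. Among genes that also changed more than 2-fold, 619 were higher and 366 lower in D. mel WT than in the replacement line at an FDR under 0.05. CR33319 (FBgn0053319) on 2L, which overlaps another gene, had 3531 ± 53.2 normalized counts over the replacement libraries (SD) and 6 reads over the D. mel WT libraries, a ratio of 1630 with a 95% counting interval of 748 to 4440. CG8960 and lncRNA:CR46414 had no read in the replacement line and were at least 151-fold and 334-fold higher in D. mel WT. Student's test on DESeq2's estimates gave CR33319, CG8960 and lncRNA:CR46414 unadjusted p-values under 0.05 and adjusted p-values of 0.0668, 0.118 and 0.191. In testes this test gave 0.0483% of unchanged simulated genes a p under 0.05, so it calls fewer genes by construction.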

An additional 930 (∼8.2%) genes were affected by both miR-983 and genomic context (fig. 1*E*). When miR-983 and context effects were both detected, genes were further divided according to whether the two effects acted in the same direction (enhancing) or in opposite directions (compensating) in governing gene expression (fig. 1*D*). There are four times more genes under compensating (category IV) than enhancing (category III) miR-983 and context effects (fig. 1*E*), consistent with the notion that stabilizing selection is the primary evolutionary force governing the evolution of gene expression (Denver et al. 2005; Rifkin et al. 2005; Gilad et al. 2006; Bedford and Hartl 2009; Coolon et al. 2014; Huang et al. 2016; Signor and Nuzhdin 2018). The remaining 5,872 genes (∼52.0%) not affected by either miR-983 or genomic context (A = B and B = C; category V, fig. 1*E*) were considered to be under conserved regulation (fig. 1*D*).

### MiR-983 Contributes to Testis Expression Divergence Despite Antagonism with Context Effects

We now sought to assess the relative contributions of miR-983 effects and context effects to testis expression divergence between *D. melanogaster* and *D. simulans*. To this end, we first compared the magnitudes of miR-983 effects and context effects. In line with the previous observation that *cis* effects are predominant between species (Wittkopp et al. 2004, 2008; Shi et al. 2012; Lemmon et al. 2014), we found significantly stronger genomic context effects than miR-983 effects (|B - A| > |C - B|, Wilcoxon rank-sum test, *P* = 1.9 × 10^−12^) among genes under both miR-983 and background control (categories III and IV; fig. 2*A*). Stronger effects of context than miR-983 were also observed when considering genes regulated solely by genomic context (category II) and those by miR-983 only (category I; supplementary fig. S2*B*, Supplementary Material online). Nevertheless, expression changes between the WT or replacement and miR-983 KO were significantly greater in the conspecific than the interspecific context for both genes with only context effects (fig. 2*B*) and genes with only miR-983 effects (fig. 2*C*). 

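The sizes of both contrasts against D. mel KO were compared in testes over the genes with a C-B p under 0.05. The median |C| was 0.209 and the median |B| 0.25 on the log2 scale, and |C| exceeded |B| in 43% of the genes. The difference of the medians stayed between -0.0606 and -0.0214 when each library was left out in turn. The genes are not independent replicates and both contrasts share the D. mel KO libraries, so no p-value was computed across genes.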

We observe in parallel that dsi-miR-983 effects are stronger in *D. simulans* than in *D. melanogaster* (Wilcoxon rank-sum test, *P* < 2.22 × 10^−16^; fig. 2*B*) and dme-miR-983 exerts stronger effects than dsi-miR-983 within *D. melanogaster* (Wilcoxon rank-sum test, *P* < 0.001; fig. 2*C*), suggesting that miR-983 has coevolved with the transcriptomic context within each *Drosophila* species.

**Fig. 2.**
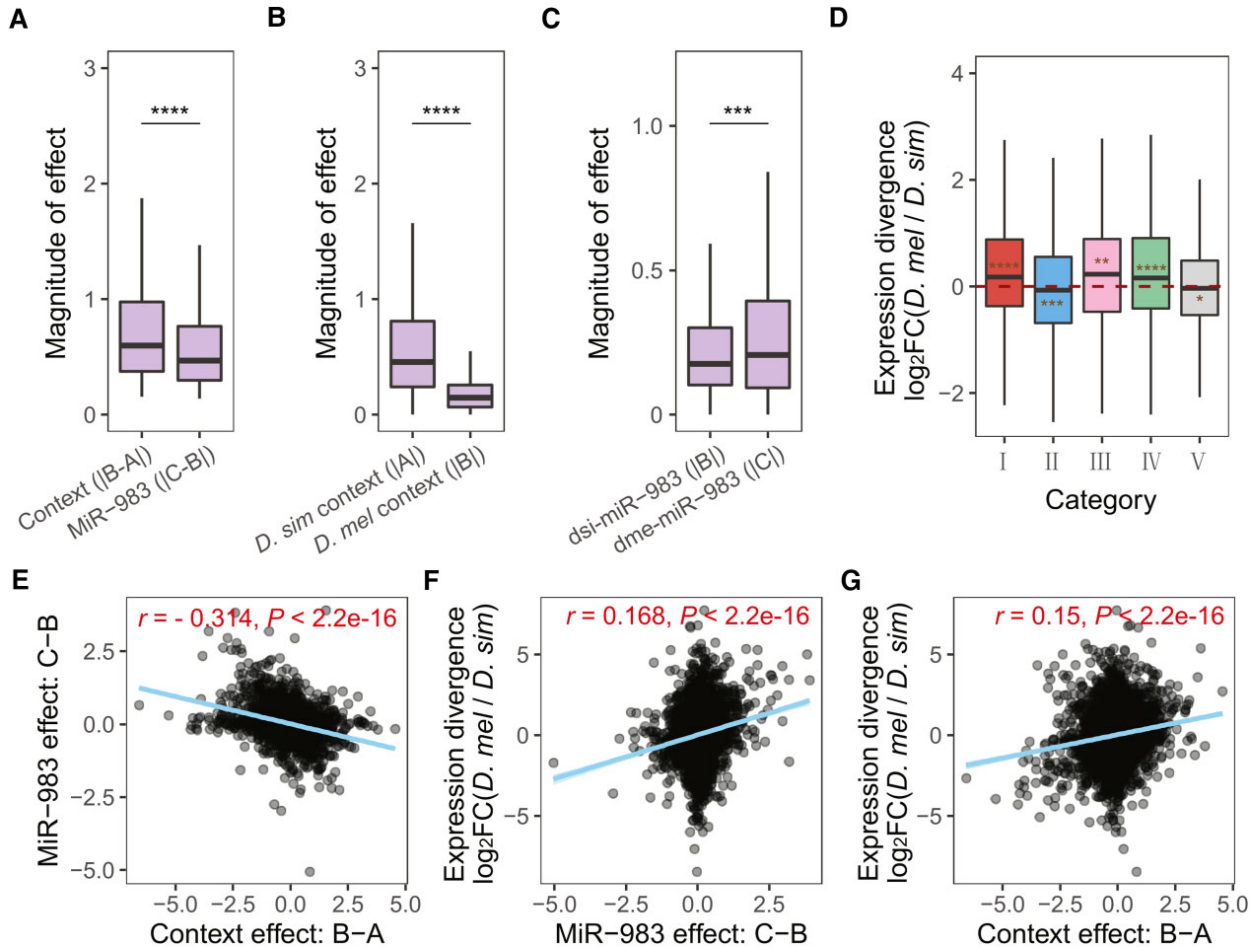
Regulatory effects of miR-983 and genomic context on gene expression in testis. (*A–C*) Comparison of regulation magnitudes. (*A*) Context effects compared to miR-983 regulation, based on genes under the influence of both the genomic context and miR-983. (*B*) The regulatory magnitudes of dsi-miR-983 in *D. simulans* compared to *Drosophila melanogaster* using genes with only context effects. (*C*) The regulatory magnitudes of dme-miR-983 in *D. melanogaster* compared to dsi-miR-983 focusing on genes with only miR-983 effects. Wilcoxon rank-sum tests were performed for statistical comparisons for (*A–C*) (***: *P* < 0.001, ****: *P* < 0.0001). (*D*) Interspecific expression divergence of genes across regulatory categories. Significant deviations from zero, as indicated by asterisks, were inferred by two-tailed Student's *t*-tests (*: *P* < 0.05, **: *P* < 0.01, ***: *P* < 0.001, ****: *P* < 0.0001). Asterisks above or below the horizontal line *y* = 0 indicate the mean is larger or less than zero. (*E-G*) Correlation between regulatory components. (*E*) miR-983 effect versus context effect. (*F*) Interspecific expression divergence versus miR-983 effect. (*G*) Interspecific expression divergence versus context effect. Pearson's correlation coefficients *r* and *P* values are shown.

We then measured expression divergence for each gene as the relative expression level (log_2_FC) between WTs of *D. melanogaster* and *D. simulans*. Genes affected by miR-983 effects (categories I, III and IV) were expressed higher in *D. melanogaster* than *D. simulans* on average (two-tailed Student's *t*-test, all *P* < 0.01, fig. 2*D*). In contrast, genes regulated by genomic context effects only (category II) or with conserved regulation (category V) tend to be up-regulated in *D. simulans* compared to *D. melanogaster* (two-tailed Student's *t*-test, both *P* < 0.05, fig. 2*D*), suggesting an antagonistic relationship between miR-983 effects and genomic context effects. We did not observe elevated magnitude of expression divergence for any gene category involving miR-983 effects, albeit genes with conserved regulation exhibited significantly lower expression divergence than the others (supplementary fig. S3, Supplementary Material online). Accordingly, there is a modest negative correlation between miR-983 and context effects on each gene (Pearson's *r* = −0.314, *P* < 2.2 × 10^−16^; fig. 2*E*; see also targets in supplementary fig. S2C, Supplementary Material online), consistent with previous reports of the prevalent antagonism between *cis* and *trans* effects (Shi et al. 2012; Signor and Nuzhdin 2018; Bao et al. 2019). When performing the cross-replicate approach to eliminate potential computational artifacts (Fraser 2019), the negative miR-983-context correlations become even stronger for both the whole transcriptome and predicted targets (supplementary table S2, Supplementary Material online).

Both miR-983 and context effects positively correlated with expression divergence between *D. simulans* and *D. melanogaster.* The extent of correlation is slightly higher for miR-983 effects (Pearson's correlation, *r* = 0.168, *P* < 2.2 × 10^−16^, fig. 2*F*) than context effects (Pearson's correlation, *r* = 0.150, *P* < 2.2 × 10^−16^; fig. 2*G*), suggesting miR-983, as expected, is distinguished from the genomic background in its contribution to expression divergence. Moreover, predicted target genes (stronger target set; see Materials and Methods) of miR-983 exhibit stronger positive correlation of expression divergence with the magnitude of miR-983 regulation (Pearson's *r* = 0.279, *P* < 2.19 × 10^−10^; supplementary fig. S2D, Supplementary Material online) than with the strength of context effects (Pearson's *r* = 0.101, *P* = 0.0244; supplementary fig. S2E, Supplementary Material online), suggesting that miR-983 effects exert directly on target genes. Taken together, miR-983 does make a significant contribution to testis expression divergence between *D. melanogaster* and *D. simulans* despite its antagonism with the often-predominant context effects. Although genes with enhancing miR-983 and context effects are expected to have elevated expression divergence due to disruptive or diversifying selection, such a pattern cannot be verified using the whole testis data.

### Transient Usage of MiR-983 Regulation across Stages of Spermatogenesis

Response to selection would be enhanced if miR-983 acts in cell-type or stage-specific manner during spermatogenesis, avoiding extensive pleiotropy. To test this hypothesis, we sequenced 107 SMART-seq2 libraries from single spermatogenic cysts (fig. 3*A*) from each of the five lines, representing four stages of spermatogonium (SG), late primary spermatocyte (pSC), round spermatid (rST), and elongating spermatid (eST), each with four to six biological replicates (supplementary fig. S4*A*, Supplementary Material online; supplementary table S1, Supplementary Material online). 

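RNA of single cysts was amplified by SMART-seq2, a protocol for very small amounts of RNA, and sequenced, with 4 to 6 cysts per line and stage. The authors deposited read counts and FPKM values made as for testes. The counts per cyst summed to between 12980169 and 24086166, with a median of 19320587. Each stage of each species was fitted separately with the model used for testes. The biological coefficient of variation, edgeR's measure of the spread between replicates, was 71.3% at SG, 55.8% at pSC, 40.7% at rST and 59.8% at eST in D. melanogaster, against 9.08% in testes. The genotype of each cyst was checked on 393 D. mel and 383 D. sim genes that differ strongly between testes of the genotypes. Of 62 D. mel cysts, 61 resembled their own genotype most, the exception being D. mel KO SG replicate 2. Of 45 D. sim cysts, 44 did so, the exception being D. sim WT SG replicate 2.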

Spermatogenesis is a dynamic and highly organized developmental process that occurs in the testis (Fuller 1998; White-Cooper 2004). Sperms are derived from diploid spermatogonial stem cells, which differentiate to generate spermatogonia (SG). The differentiated SG further develops into pSC before entering meiosis. Through meiosis, haploid rSTs are generated with dramatic changes in morphology and physiology (Fuller 1998; White-Cooper 2004). rST further develops into eST and finally spermatozoa with extreme chromatin condensation. Staging of these spermatogenic cysts was confirmed by checking expression patterns of previously reported stage-specific *Drosophila* spermatogenesis marker genes (supplementary fig. S4*B*, Supplementary Material online). 

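For 12 marker genes of Supplementary Fig. S4B, FPKM was compared between the stage each gene marks and the other stages in D. mel WT cysts by two-sided permutation tests on log2(FPKM + 1). All 12 genes were higher in their own stage and had their highest mean there, and 9 had an adjusted p under 0.05 over the 12 tests. By medians, twe was highest at rST and the other 11 genes in their own stage. FPKM of aub was 88.2 ± 34.1 in SG cysts (SD, n = 6) and 1.62 ± 1.77 at the other stages (SD, n = 15; exact permutation test, p = 1.8e-05, adjusted p = 5.4e-05, the smallest p the regroupings can give). tbrd-1 reached 152.1 ± 45.9 FPKM in pSC cysts (SD, n = 5) and 43.1 ± 44.2 at the other stages (SD, n = 16; exact permutation test, p = 0.0053, adjusted p = 0.0091). d-cup reached 205.2 ± 163.8 FPKM in rST and eST cysts (SD, n = 10) and 71.2 ± 16.7 at SG and pSC (SD, n = 11; permutation test, p = 0.00018, adjusted p = 0.00043). The adjusted p was 0.06 for twe (exact permutation test), 0.079 for soti and 0.16 for r-cup (permutation tests).

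**Figure D2:**
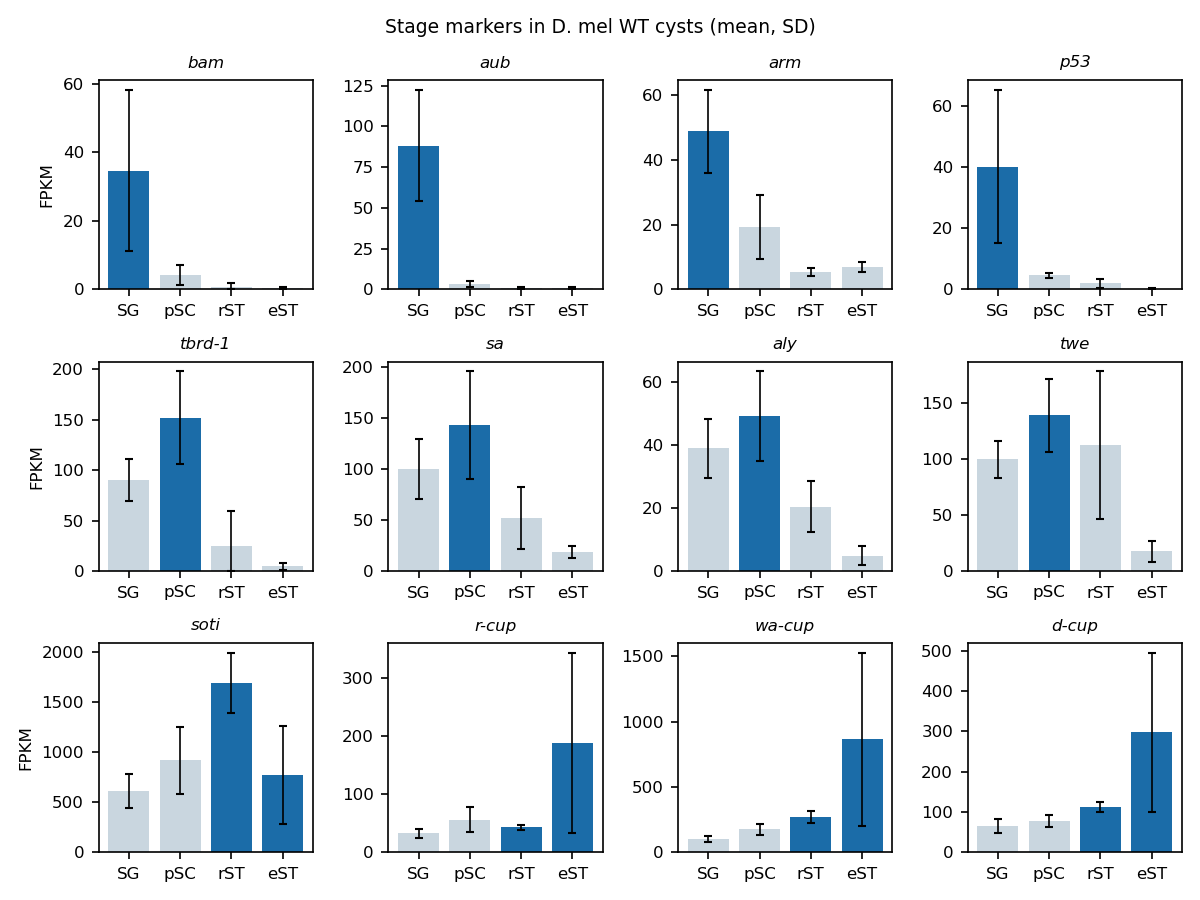
Mean FPKM of 12 marker genes in D. mel WT cysts at each stage, with error bars of 1 SD. Darker bars show the stage or stages a gene marks, which hold the highest mean for all 12.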

The numbers of 1 : 1 orthologous genes expressed in at least one genotype at individual stages (11,376 at the SG stage, 11,247 at pSC, 11,030 at rST, and 10,953 at eST) are comparable to the number of genes detected by RNA-seq of whole adult testes, indicating the high quality of our single-cyst RNA-seq data. Accordingly, diffusion map analysis grouped the cyst samples in a sequential order of spermatogenetic stages by species but not genotypes (fig. 3*A*). 

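Without restriction to orthologs, 13188 D. mel genes were expressed at SG, 12971 at pSC, 12415 at rST and 12452 at eST. In D. simulans the numbers were 12353, 12154, 11962 and 11618 in the same order.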

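Spearman correlation of FPKM over all genes was used to find the cyst most like each cyst within its species. In D. melanogaster it was a cyst of the same stage for 59 of 62 cysts and of an adjacent stage for the other 3, and in D. simulans for 42 of 45 cysts and for the other 3. Among cysts of the same stage, the most similar one had the same genotype for 56 of 62 D. mel cysts, where shuffled genotypes gave 18.1 on average (permutation test, one-sided, p = 1e-05, the smallest the shufflings can give). In D. simulans this held for 44 of 45 cysts, with 20.4 from shuffled genotypes (permutation test, one-sided, p = 1e-05). How the cysts of a line were shared out over flies and preparations is not given. The shuffling can therefore not tell genotype from a collection or preparation shared within a line.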

*D. melanogaster* and *D. simulans* show different developmental trajectories since the pSC stage (fig. 3*A*).

**Fig. 3.**
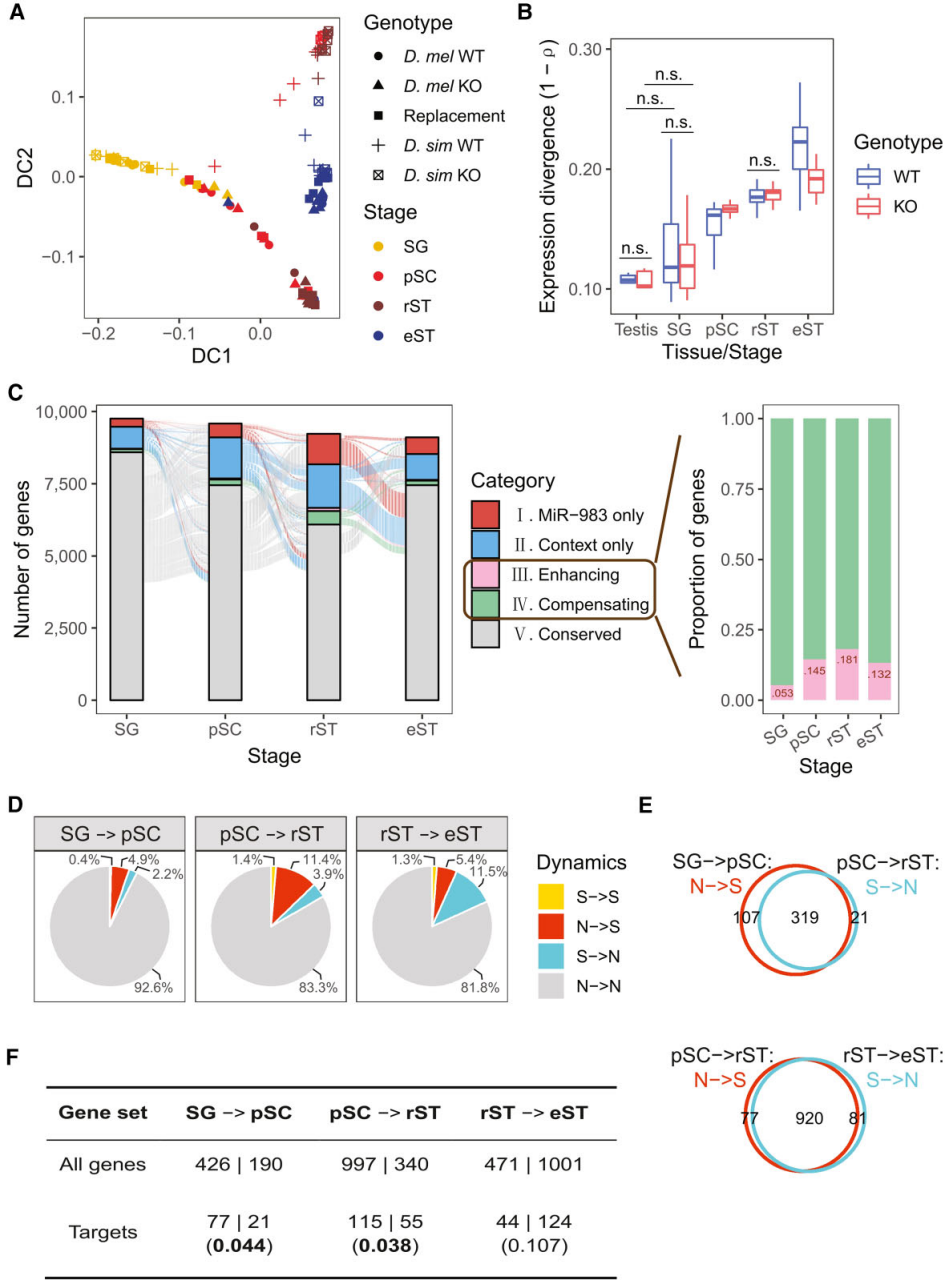
Regulatory dynamics of miR-983 across spermatogenesis. (*A*) Diffusion map for expression abundance of genes in single-cyst samples. (*B*) Global interspecific expression distance between *Drosophila melanogaster* and *D. simulans,* calculated as 1 − *ρ* (Spearman's correlation coefficient), for WT or KO strains. All pairwise comparisons among tissue/stages or between WT and KO in the same tissue/stage are significant (Wilcoxon rank-sum test: *P* < 0.01) unless indicated (by n.s.) in the plots. (*C*) Alluvial plot on the left depicting regulatory mode changes during spermatogenesis of each gene with unambiguous miR-983-mediated regulation. Bar plot on the right showing the proportion distributions of genes with compensating or enhancing miR-983 and context interactions. (*D*) Pie charts showing proportions of four types of regulatory dynamics between successive stages. “S” denotes “miR-983 only” and “enhancing” categories, while “N” represents “context only,” “compensating,” and “conserved.” (*E*) Venn plots showing the turnover of regulatory mode between successive periods. (*F*) The numbers of genes gaining (N **→** S) versus losing “S” (S **→** N) between successive spermatogenic stages. Ratios are compared between targets and all genes (those with unambiguous miR-983-mediated regulation at all the four spermatogenic stages). χ^2^ tests were performed, and *P* values are shown in parentheses.

Expression divergence between the wildtype *D. melanogaster* and *D. simulans*, measured as 1 − Spearman's correlation coefficient (*ρ*), increased gradually during spermatogenesis (fig. 3*B*), and it was greater than that of the whole testis at all stages except for the SG stage (Wilcoxon rank-sum test, *P* < 0.01; fig. 3*B*). Interspecific expression divergence of miR-983 KO exhibited the same trend as that of the WT (fig. 3*B*), suggesting the increase of expression divergence during spermatogenesis is mainly attributable to programmed changes of spermatogenetic transcriptomes. Yet, the difference of expression divergence between the WT and miR-983 KO also varied across the four spermatogenetic stages (fig. 3*B*), indicating a dynamic role of miR-983 in modulating expression divergence during spermatogenesis.

To assess the dynamic effects of miR-983 on expression divergence, we disentangled miR-983 and context effects at each spermatogenetic stage using the same method as described above (fig. 3*C*). 

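The intraspecific comparisons were made at each stage with the thresholds used for testes. In C, edgeR's quasi-likelihood test called 19 genes at SG, 232 at pSC, 710 at rST and 404 at eST. In B it called 47, 220, 545 and 200 genes, and in A 97, 1617, 1519 and 542 genes, in the same order of stages. The choice of tool moved the smallest of these numbers most, since DESeq2 called 290 genes in C at SG. At SG, 1151 genes had an unadjusted p under 0.05 in C. Leaving out 1 cyst moved the number of genes called in C to between 90 and 447 at pSC and between 203 and 946 at eST.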

Nine-thousand one-hundred twelve to 9,755 expressed genes can be unambiguously classified into categories based on miR-983 and/or context effects, with 8,730 genes common among all stages. Consistent with the expectation that less differentiated cells exhibit more conserved expression, the proportion of genes with conserved regulation (category V) is the largest at the SG stage (fig. 3*C*). In contrast, such proportion is the lowest at the rST stage (fig. 3*C*), accordant with the fact that rST cells are generated with dramatic changes through meiosis. 

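At an unadjusted p under 0.05 in edgeR's quasi-likelihood test of C-B, 2335 of 13188 genes (17.7%) differed between D. mel WT and replacement cysts at SG, 2403 (18.5%) at pSC, 4582 (36.9%) at rST and 2550 (20.5%) at eST. At an FDR under 0.05 the numbers were 251, 527, 2572 and 640. Student's test on DESeq2's estimates gave 646, 850, 1842 and 999 genes. Of 40 groupings of the same cysts, the real one included, 2 had as many genes with an unadjusted p under 0.05 at SG and 4 at pSC. Chance can therefore not be excluded for the numbers at SG and pSC. At rST and eST no other grouping had as many. At rST the largest changes without overlap of replicates were in lncRNA:CR46414, with a ratio of 2860 (95% counting interval 514 to 113000) and higher in D. mel WT, and lncRNA:CR45449 (FBgn0267005), which had no read in D. mel WT and was at least 276-fold lower there. At SG they were CG13675, with a ratio of 5390 (interval 967 to 213000) and higher in D. mel WT, and CG17105 (FBgn0032280), at least 320-fold lower in D. mel WT. At pSC, lncRNA:CR43404 (FBgn0263323) was lower in D. mel WT with a ratio of 1910 (interval 342 to 75200), and CR33319 with a ratio of 1100 (interval 859 to 1440). At eST, lncRNA:CR45408 (FBgn0266957) and CG8100 had no read in the replacement line and were at least 790-fold and 524-fold higher in D. mel WT. CR33319 and lncRNA:CR46414 overlap other genes. Among these genes, Student's test on DESeq2's estimates gave CG17105, lncRNA:CR43404 and CG8100 adjusted p-values of 0.257, 0.0866 and 0.249, and edgeR with a replicate block gave CG17105 one of 0.18. With the position of each cyst between the stage means as a covariate, chosen after the data were seen, pSC had 4932 genes and rST 3350.

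**Figure D3:**
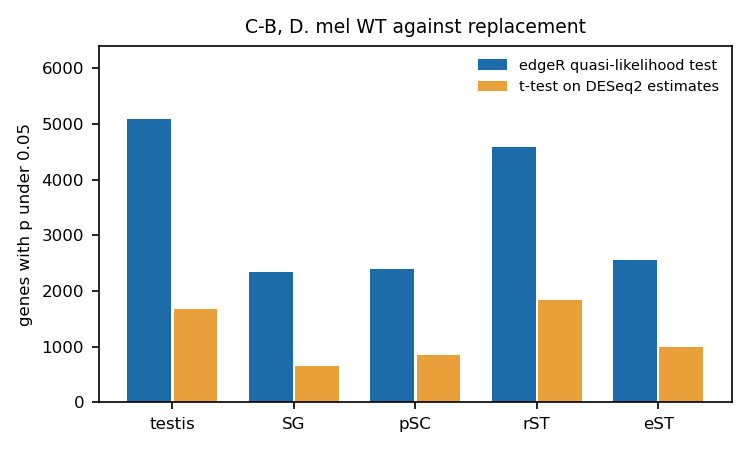
Number of genes with an unadjusted p under 0.05 for C-B in testes and at each stage, as bars for edgeR's quasi-likelihood test and for Student's test on DESeq2's estimates. Among the stages, rST had the most genes by both tests, 4582 and 1842. At SG and pSC, other groupings of the same cysts also had as many genes by edgeR's test.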

Cysts at the rST stage also exhibited a sharp increase in the proportion of genes affected only by miR-983 (category I, 9.7%; fig. 3*C*) and the highest proportion of genes with enhancing miR-983 and context effects (0.93%, category III; fig. 3*C*). Intriguingly, genes with enhancing miR-983 and context effects (category III) exhibited globally higher level of expression divergence (|log_2_FC|) between the wildtype *D. melanogaster* and *D. simulans* than other genes at all stages (supplementary fig. S3, Supplementary Material online), particularly for the SG, suggesting disruptive or diversifying selection indeed promotes expression divergence as we expected.

The dynamics of miR-983 regulation under selection can be revealed by changes in regulatory modes during spermatogenesis. We focused on genes with only miR-983 effects (category I) and enhancing miR-983 and context effects (category III) because expression of these genes was likely subject to the same selective pressure for adaptive miR-983 sequence evolution. We denoted these two categories of genes as “S” for under selection and the remaining genes were denoted as “N”. Genes with changing regulatory mode classification from N to S were most abundant between pSC and rST (997 of 8,730 genes, 11.4%; fig. 3*D*) while regulatory mode change from S to N was most prominent between rST and eST (1001 of 8,730 genes, 11.5%; fig. 3*D*). Interestingly, a large fraction of genes that gained the S regulatory mode at the pSC (74.9%) and rST stage (92.3%) lost it at the next stage (Hypergeometric test, both *P* = 0; fig. 3*E*). 

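The change of calls between stages was followed for the C-B contrast alone, without A, over 11892 genes tested at all 4 stages. Between pSC and rST, 3221 genes gained a p under 0.05 and 979 lost it, and between rST and eST 1191 gained it and 3198 lost it. Of the genes that gained it at pSC, 811 (51.1%) lost it at rST, while 65.8% of the genes with no call at SG and pSC had none at rST either. Of those that gained it at rST, 2602 (80.8%) lost it at eST, while 84.8% of the genes with no call at pSC and rST had none at eST either. Student's test on DESeq2's estimates moved these numbers most, to 315 and 1157 genes. Tested directly, the difference of C-B had an FDR under 0.05 for 4 genes between pSC and rST and 19 between rST and eST. Of 40 groupings of the same cysts, the real one included, 4 gave as many for each of these pairs. Most gains and losses of a call are therefore not shown to be changes of the effect.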

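The C-B contrast had an unadjusted p under 0.05 at all 4 stages for 308 genes, where 26.1 would be shared if the stages were independent, and at no stage for 4717 genes (39.7%). The 10 genes of Supplementary Table S3 had a p under 0.05 at every stage and in testes by edgeR's quasi-likelihood test. Each kept its direction in all of them, with 7 genes higher and 3 lower in D. mel WT than in the replacement line. At an FDR under 0.05 there were 2 of them at SG, 7 at pSC, 10 at rST and 6 at eST. Since the study chose these genes on the same cysts, their p-values are not independent evidence. Traf4 had the largest change at rST, a C-B log2 fold change of -6.17 (standard error 0.331, adjusted p = 1.65e-09 from edgeR's quasi-likelihood test), and CG10559 the largest at SG, 5.49 (standard error 1.17, adjusted p = 0.0244). None of the 60 comparisons of these genes between stages had an adjusted p under 0.05 over all genes, or adjusted over the list alone, where the lowest was 0.072.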

Only 10 genes maintained the S mode consistently during spermatogenesis (supplementary table S3, Supplementary Material online) whereas most genes (6,680 of 8,730 genes, 76.5%) maintained the N mode (fig. 3*C*). A similar regulatory mode change pattern was observed among predicted miR-983 targets (supplementary fig. S5, Supplementary Material online). Predicted miR-983 targets tend to gain the S mode at pSC and lose it at the rST stage (χ^2^ test, both *P* < 0.05, fig. 3*F*). These results suggest that miR-983 regulation under selection is highly dynamic and often stage-specific for different gene sets as the cells progress from primary spermatocytes to spermatids.

Gene ontology analysis revealed that genes that transiently gained the S mode at the pSC stage (319) are enriched in functional categories involved in biogenesis and cellular organization crucial for spermatocyte meiosis, while genes that transiently attained the S mode at the rST stage (920) are enriched in functional categories involved in spermatid morphogenesis and energy metabolism (supplementary fig. S6, Supplementary Material online). In addition, the 471 genes that gained the S mode at the eST stage are enriched in functional categories associated with cilium movement (supplementary fig. S6, Supplementary Material online). These results suggest that the dynamic regulation by miR-983 is pertinent to the key biological processes at individual stages. By contrast, the 10 genes maintaining S mode throughout the spermatogenesis are enriched in regulation of essential biological processes such as nitrogen compound metabolism and transcription (supplementary fig. S6, Supplementary Material online and supplementary table S3, Supplementary Material online). Eight of the ten genes are only affected by miR-983 effects at all four stages but only two were predicted targets of miR-983, suggesting the vast majority of genes affected might be subject to secondary effects in the cascade of miR-983 regulation rather than direct targets.

### Regulatory Mode Changes of MiR-983 Underlie Expression Divergence during Spermatogenesis

If selection favors stage-specific miR-983 regulation for the increase of expression divergence, we would expect that genes gaining S mode (N **→** S) at each stage exhibit larger expression divergence than the transcriptome on average. We measured the overall contribution of miR-983 to gene expression divergence (log_2_FC) between *D. melanogaster* and *D. simulans* for individual genes as the difference of interspecific expression divergence between miR-983 KO and the WT normalized by the mean of expression divergence of miR-983 KO and the WT (fig. 4*A*). The more miR-983 contributes to expression divergence, the greater difference of expression divergence between miR-983 KO and the WT. As expected, genes gaining S mode possess a larger proportion of loci with high expression-divergence difference than the whole transcriptome and genes that lost it (N **→** S) at all of the pSC, rST, and eST stages (Kolmogorov-Smirnov test, all *P* < 0.001, fig. 4*A*), suggesting that gains of miR-983 regulation increase expression divergence during spermatogenesis.

**Fig. 4.**
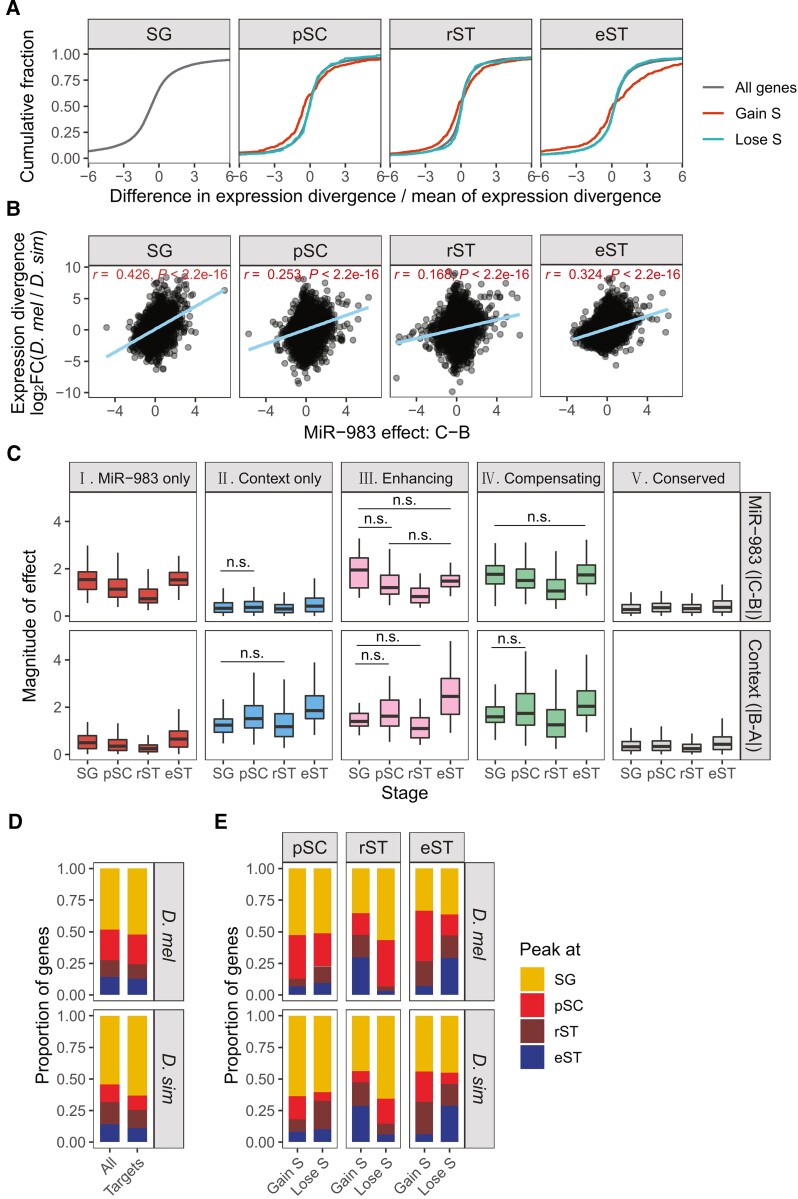
The dynamics of miR-983 regulation and transcriptome context during spermatogenesis. (*A*) Cumulative distribution plots showing the distribution of difference in interspecific expression divergence between miR-983 KO and WT strains normalized by their mean values. The interspecific expression divergence was calculated as log_2_ fold changes of gene expression in *Drosophila melanogaster* versus that in *D. simulans* for miR-983 KO and WT strains separately. “S” denotes gene categories “miR-983 only” (I) and “enhancing” (III) as in fig. 3. (*B*) Correlation between interspecific expression divergence and miR-983 regulatory effect. Pearson's correlation coefficients *r* and *P* values are shown. (*C*) Strength of miR-983 effect (first row) or context effect (second row). All pairwise comparisons among stages in the same panel are significant (Wilcoxon rank-sum test: *P* < 0.05) unless indicated (by n.s.) in the plots. (*D*) Gene proportion distributions of expression trends, which culminate at the stages of SG, pSC, rST, or eST. The union set of expressed genes at all four stages are denoted as all genes. The same colors are used in (*D,E*). (*E*) Proportion distributions of genes gaining or losing the S regulatory mode at corresponding stages. The “S” mode represents “miR-983 only” and “enhancing” regulatory categories.

We then compared miR-983 effects on expression divergence between stages. At the SG stage when genes with conserved regulation are most abundant (fig. 3*C*), miR-983 effects are strongly correlated with the interspecific expression divergence of WTs (Pearson correlation *r* = 0.426, *P* < 2.2 × 10^−16^; fig. 4*B*) and most prominent for genes with enhancing miR-983 and context effects (supplementary fig. S3, Supplementary Material online). In contrast, at the rST stage when genes gaining S mode are the most abundant (fig. 3*D*), miR-983 effects exhibit a weaker correlation with interspecific expression divergence of WTs (Pearson correlation, *r* = 0.168, *P* < 2.2 × 10^−16^, fig. 4*B*) compared with other stages (fig. 4*B*). 

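The median of |C-B| over expressed genes was 0.599 at SG (jackknife standard error 0.26), 0.465 at pSC (0.091), 0.444 at rST (0.12) and 0.554 at eST (0.086) on the log2 scale. The value at rST was 0.0208 below that at pSC, the lowest of the others, with a standard error of 0.15 for the difference. The order of both stages changed when any of 7 of the 41 cysts was left out. The value at SG was 0.454 without replacement SG replicate 1 and 0.797 without replacement SG replicate 4. The paper's means for replacement SG cysts in Supplementary Table S4 were matched only without replicate 1.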

In fact, the magnitudes of both miR-983 effects (|C-B|) and context effects (|B-A|) are globally lower for all gene categories at rST compared with other stages (fig. 4*C*), suggesting that the unexpected weak miR-983 effects at the rST stage is determined by the characteristics of transcriptome context. rSTs are formed at the completion of meiosis. These spermatids then undergo dramatic morphological and physiological changes and thus are expected to experience drastic transcriptomic changes as well.

To characterize the expression changes pertinent to miR-983 regulation, we compared changes in expression patterns during spermatogenesis between genes that gained and lost S mode at each stage. Using the unsupervised soft clustering method from the package Mfuzz (Kumar and Futschik 2007), the gene expression trajectories were clustered into one of the four clusters in which peak expression of the expressed genes is found at the SG (cluster I), pSC (cluster II), rST (cluster III), or eST stage (cluster IV). 

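Fuzzy c-means clustering of mean FPKM per stage, the method behind Mfuzz, was run for D. mel WT and D. sim WT with 4 clusters, a fuzzifier of 1.25 and a membership of at least 0.7. In D. mel WT, 40.2% of 12891 assigned genes fell in the cluster with its peak at SG, 28.8% at pSC, 13.6% at rST and 17.4% at eST. In D. sim WT the shares of 12461 assigned genes were 50.9%, 19.5%, 15.1% and 14.5%. Taking the stage of the highest mean FPKM in place of clusters moved the SG share of D. mel WT to 42.6%, and keeping genes with at least 1 FPKM moved that of D. sim WT to 54.1%.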

Consistent with the known expression pattern of spermatogenesis (Witt et al. 2019; Mahadevaraju et al. 2021), most genes reached peak expression at the SG stage and expression levels then declined (cluster I, fig. 4*D*). Genes that gained the S mode at the rST stage are more likely than those losing S mode to reach peak expression at the meiotic or post-meiotic stages (clusters II-IV) in both *D. melanogaster* (χ^2^ test, *P* = 4.461 × 10^−11^) and *D. simulans* (χ^2^ test, *P* = 2.52 × 10^−11^, fig. 4*E*). However, no such difference was found between genes gaining and losing S mode at the pSC or eST stage (χ^2^ test, all *P* > 0.05, fig. 4*E*). These results suggest that for genes affected by miR-983, expression changes are more drastic at rST than other stages. Taken together, the weak and distributed effects of miR-983 at the rST stage are coincident with extensive expression changes of the genes it affected.

### Phenotypic Effects of MiR-983 on Male Reproduction and Potential Genes Involved

Sexual selection often drives rapid evolution of reproductive traits. To understand the impact of miR-983 effects at the phenotypic level, we measured sperm length for each genotype as intensive post-copulatory sexual selection tends to favor exaggerated sperm morphology (Miller and Pitnick 2002; Lüpold et al. 2016). Knocking out miR-983 caused a highly significant decrease in sperm length in *D. melanogaster* (*D. mel* KO vs., *D. mel* WT: 1.724 ± 0.065 mm vs., 1.825 ± 0.047 mm; Wilcoxon rank-sum test, *P* < 2.22 × 10^−16^; fig. 5*A*). The reduction is less severe in the replacement line (1.785 ± 0.079 mm) than in the *D. melanogaster* KO (2.2% vs., 5.5%, Wilcoxon rank-sum test, *P* = 9.7 × 10^−12^; fig. 5*A*). However, no significant difference in sperm length was detected when comparing miR-983 KO with WT in *D. simulans* (*D. sim* KO vs., *D. sim* WT: 1.149 ± 0.033 mm vs., 1.144 ± 0.036 mm, Wilcoxon rank-sum test, *P* > 0.05, fig. 5*A*). MiR-983 KO relative to WT also exhibited increased sperm length variation at the within-individual level in *D. melanogaster* but not in *D. simulans* (fig. 5*B*). We then conducted sperm competition assays for the three genotypes of *D. melanogaster*. MiR-983 KO had a lower defense score compared with WT in *D. melanogaster* (Wilcoxon rank-sum test, *P* < 0.05; fig. 5*C*), which can be rescued by the *D. simulans* miR-983 copy in the replacement line (fig. 5*C*). No difference in offense score was found among the three lines of *D. melanogaster* (Wilcoxon rank-sum test, all *P* > 0.05; fig. 5*D*). These results suggest that miR-983 affects sperm length and plays a significant role in sperm competition in *D. melanogaster* but probably not in *D. simulans*.

**Fig. 5.**
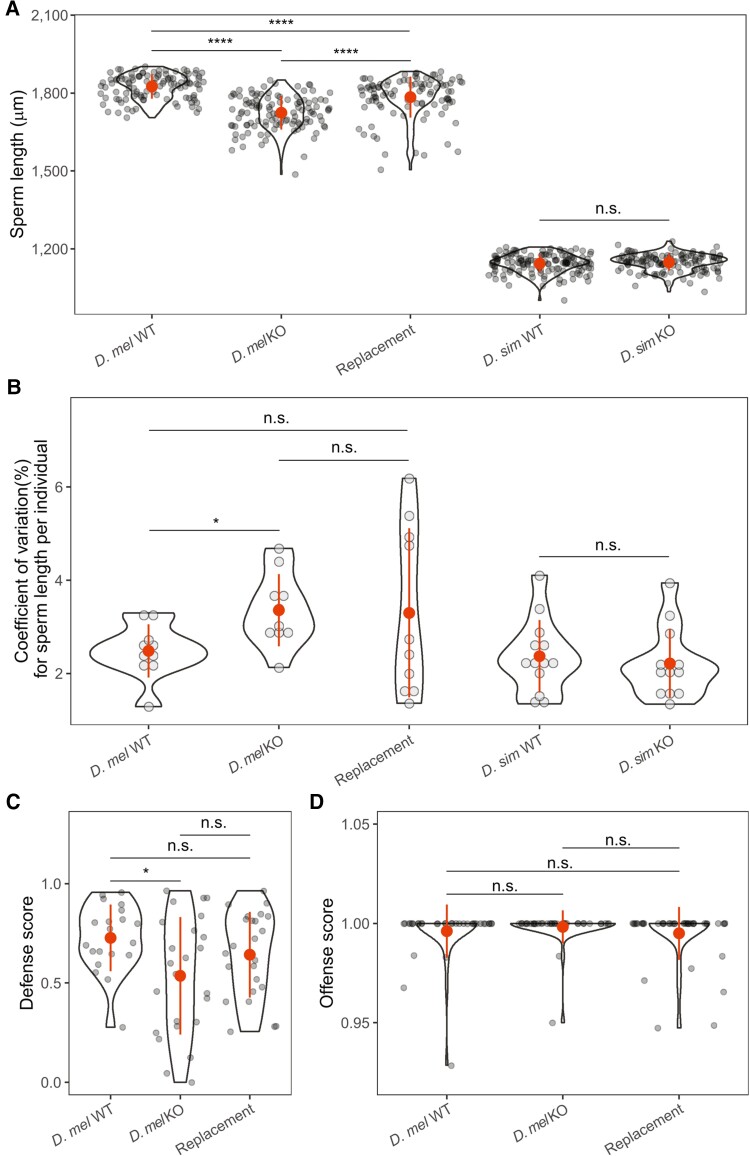
Sperm length and relative sperm competitive ability of miR-983 mutant strains. (*A*) Sperm length of WT and miR-983 mutants of *Drosophila melanogaster* and *D. simulans*. Each data point represents one sperm. *N_D. mel_*_WT_ = 109, *N_D. mel_*._KO_ = 116, *N*_Replacement_ = 100, *N_D. sim_*_WT_ = 142, *N_D. sim_*_KO_ = 132. (*B*) CV of sperm length within individual for WT and miR-983 mutants of *D. melanogaster* and *D. simulans*. Each data point represents a male individual and 8-12 sperms per male were examined. *N_D. mel_*_WT_ = 10, *N_D. mel_*._KO_ = 10, *N*_Replacement_ = 10, *N_D. sim_*_WT_ = 13, *N_D. sim_*_KO_ = 13. (*C,D*) Relative sperm competitive ability of WT, miR-983 KO, and the replacement strains of *D. melanogaster*. Males of the three genotypes were used as test males. The proportions of sired offspring by test males when WT females were mated first with the test males and subsequently with the reference males were calculated for the defense assay (*C*) and *vice versa* for the offense assay (*D*), respectively. *N_D. mel_*_WT_ = 20, *N_D. mel_*_KO_ = 24 and *N*_replacement_ = 24 for the defense assay; *N_D. mel_*_WT_ = 35, *N_D. mel_*_KO_ = 39 and *N*_replacement_ = 41 for the offense assay. Wilcoxon rank-sum tests were performed and the levels of significance are shown as n.s. for *P* > 0.05, * for *P* < 0.05, and **** for *P* < 0.0001.

As disruptive or diversifying selection may increase expression divergence and lead to enhancing miR-983 and context effects, we reasoned that at each spermatogenetic stage, genes with both enhancing miR-983 and context effects and extremely high (top 5%) expression divergence (*P* < 0.05 based on 10,000 bootstrapping) in the WT are the most likely targets of selection that account for the differential phenotypic effects of miR-983 between *D. melanogaster* and *D. simulans*. We identified 17 such candidates (supplementary table S4, Supplementary Material online), of which eight genes have well-known molecular functions including *globin 1* (*glob1*) involved in the regulation of the cellular level of reactive oxygen species (ROS) and the maintenance of cytoskeletal integrity (Yadav et al. 2015; Yadav and Sarkar 2016), *lectin-46Cb* and *Seminal fluid protein 33A3* (*Sfp33A3*) encoding seminal fluid proteins (SFPs) (Mueller et al. 2004; Findlay et al. 2008), *Troponin C at 47D* (*TpnC47D*) encoding a calcium binding protein subunit (Herranz et al. 2004), *stem cell tumor* (*stet*) encoding an intramembrane protease that functions in the activation of EGFR ligands (Schulz et al. 2002), *Shaw-like* (*Shawl*) encoding part of voltage-gated potassium channel complex (Hodge et al. 2005), *alpha-Esterase-5* (*alpha-Est5*) encoding carboxylesterase (Campbell et al. 2003), and *Coiled-coil domain-containing protein 85B* (*Ccdc85*) functioning as a linker protein in a *serine/threonine phosphatases 1* (*PP1*)-interacting network (Bertran et al. 2019). 

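Supplementary Table S4 lists some of these candidates at more than 1 stage, in 20 pairs of gene and stage. Their mean FPKM was compared between D. mel WT and D. mel KO cysts of that stage. By a two-sided exact permutation test on log2(FPKM + 1), 2 of 4 genes at SG, 3 of 5 at pSC, 6 of 7 at rST and 2 of 4 at eST had an adjusted p under 0.05 over the 20 tests. As the study chose these genes on the same cysts, the p-values are not independent evidence. By edgeR's quasi-likelihood test of C over all genes, none of 4 was called at an FDR under 0.05 at SG, stet and Shawl at pSC, CG31974, alpha-Est5 and CG4267 at rST, and none of 4 at eST. DESeq2 called 3 at SG and 2 at eST. Shawl had 4.68 ± 1.95 FPKM in D. mel WT pSC cysts (SD, n = 5), 0.232 ± 0.0767 in D. mel KO (SD, n = 5) and 0.201 ± 0.0797 in the replacement line (SD, n = 5), with an exact permutation p of 0.0079 between D. mel WT and D. mel KO. glob1 at SG had 23.4 ± 9.06 FPKM in D. mel WT (SD, n = 6) and 113.0 ± 110.4 in D. mel KO (SD, n = 4), a difference smaller than the spread between D. mel KO cysts (exact permutation test, p = 0.067). TpnC47D at pSC had 88.8 FPKM in D. mel WT replicate 1 and at most 4.22 in the other D. mel WT cysts, and 13 of 15 other muscle genes were also higher in that cyst than in the other 14 D. mel pSC cysts.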

Particularly, the two SFPs encoding genes, *lectin-46Cb* and *Sfp33A3*, have high expression in the *D. melanogaster* WT but are barely expressed in the *D. simulans* WT or the *D. melanogaster* miR-983 KO at the SG stage (supplementary table S4, Supplementary Material online), probably responsible for the compromised sperm defense ability in the KO line of *D. melanogaster*. In addition, *alpha-Est5* that has a similar pattern of expression divergence at the rST stage was reported to have undergone adaptive sequence evolution in *D. buzzatii* (Piccinali et al. 2007).

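FPKM of lectin-46Cb (FBgn0040092) in SG cysts was 53.2 ± 27.7 in D. mel WT (SD, n = 6), 4.6 ± 5.52 in D. mel KO (SD, n = 4) and 4.41 ± 2.63 in the replacement line (SD, n = 5). Sfp33A3 (FBgn0259964) had 44.0 ± 18.4 FPKM in D. mel WT (SD, n = 6), 4.97 ± 6.29 in D. mel KO (SD, n = 4) and 3.33 ± 2.95 in the replacement line (SD, n = 5). Every D. mel WT cyst was above every D. mel KO cyst for both genes (exact permutation test, two-sided, p = 0.0048, adjusted p = 0.016, the smallest p that 210 regroupings can give). The log2 fold change of C for lectin-46Cb was 3.42 (standard error 0.943, adjusted p = 0.203 from edgeR's quasi-likelihood test; DESeq2 adjusted p = 0.00268), and for Sfp33A3 3.05 (standard error 0.996, adjusted p = 0.299 from edgeR; DESeq2 adjusted p = 0.0179). In whole testes of D. mel WT, FPKM was 0.157 for lectin-46Cb and 0.0434 for Sfp33A3. In the same D. mel WT SG cysts, a list of 30 other accessory gland genes, with Acp54A1 the highest at 825.1 FPKM, had a mean of at least 57.3 FPKM per cyst, against at most 27.1 in any D. mel KO or replacement SG cyst. From the low expression of both genes in D. mel KO, the paper proposes that their loss accounts for its weaker sperm defense. The paper reports sperm defense as rescued in the replacement line, where both genes were as low as in D. mel KO. Low levels in SG cysts therefore do not by themselves account for the weaker defense.

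**Figure D4:**
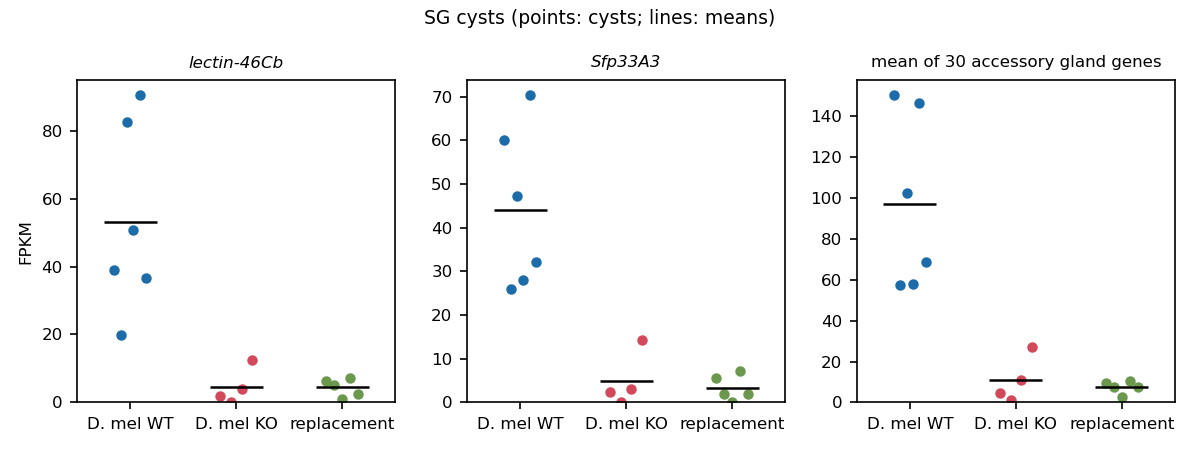
FPKM of lectin-46Cb and Sfp33A3 and mean FPKM of 30 accessory gland genes in SG cysts of D. mel WT, D. mel KO and the replacement line, with points for cysts and lines for means. The list has at least 57.3 FPKM in every D. mel WT cyst and at most 27.1 in the others.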

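FPKM of alpha-Est5 (FBgn0261393) in rST cysts was 7.01 ± 1.83 in D. mel WT (SD, n = 5), 3.64 ± 0.978 in D. mel KO (SD, n = 6) and 3.63 ± 0.91 in the replacement line (SD, n = 5; exact permutation test of D. mel WT against D. mel KO, two-sided, p = 0.0043, adjusted p = 0.016). Its log2 fold change was 0.66 in C (standard error 0.176, adjusted p = 0.0274 from edgeR's quasi-likelihood test) and 0.05 in B, where the sign changed in 3 of 17 alternatives. The FDR in C was not under 0.05 in 8 of 17 alternatives, 7 of them leaving out 1 cyst.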

## Discussion

Our knowledge about how variants of a single *trans*-regulatory element contribute to long-term divergence is largely limited. One reason for that is antagonistic pleiotropy inherent to *trans* regulators typically hinders adaptation (Orr 2000; Chen and Zhang 2020). Here, we disentangle the regulatory effects of an adaptively evolving and pleiotropic miRNA in *Drosophila* separately from the influence of the genetic background. Moreover, we examine regulatory mode changes that underlie gene expression divergence of *Drosophila* species during spermatogenesis at a single-cyst resolution. To our knowledge, this is the first study that reveals the contribution of miRNA to expression divergence in the framework of *cis* and *trans* regulation. Our results support the view that *trans*-regulatory elements can respond to selection and contribute to divergence of species despite antagonistic pleiotropy (Wagner and Lynch 2008). This study also demonstrates that CRISPR gene editing and single cell RNA-seq are powerful tools to dissect gene-specific effects of *trans* regulators for a comprehensive understanding of gene expression evolution.

Our results show that miR-983 effects under disruptive or diversifying selection promote interspecific gene expression divergence between *D. melanogaster* and *D. simulans* (figs. 2 and 4), echoing the adaptive sequence evolution of miR-983 (Lyu et al. 2014; Mohammed et al. 2014). Nevertheless, we find 3.52 to 17 times more genes affected by miR-983 and the genomic context in the opposite than the same direction during spermatogenesis (fig. 3*C*), consistent with the view that stabilizing selection is the dominant mode of regulatory evolution (Denver et al. 2005; Rifkin et al. 2005; Gilad et al. 2006; Bedford and Hartl 2009; Coolon et al. 2014; Huang et al. 2016; Signor and Nuzhdin 2018). Prior work has shown that stabilizing selection typically constrains variation in gene expression on a genomic scale (Denver et al. 2005; Rifkin et al. 2005; Bedford and Hartl 2009; Coolon et al. 2014; Huang et al. 2016). With the prevalence of stabilizing selection, effects of new *trans* mutations might have been largely absorbed at the gene expression level before they can lead to pleiotropy in protein function. Therefore, both directional and stabilizing selection provide evolutionary resolution for antagonistic pleiotropy at the expression level.

The efficacy of disruptive or diversifying selection is enhanced by stage-specific regulation, as elevated expression divergence for genes with enhancing miR-983 and context effects can only be detected using the single-cyst RNA-seq data, but not the whole-testis data (supplementary fig. S3, Supplementary Material online). Indeed, genes gaining the S mode at individual spermatogenetic stages are enriched in functionalities crucial for each particular stage. Such regulation specificity may not only reduce the number of genes affected at a particular developmental stage, leading to minimized antagonistic pleiotropy but also concentrate on genes involved in coherent functionality, allowing for a better response to natural selection. It was reported that antagonistic pleiotropy is often resolvable in yeast strains that are well adapted to certain environmental factors (Qian et al. 2012). In this sense, miR-983 might have adapted to *in vivo* environments of specific spermatogenetic cell types if considering transcriptomic contexts as the internal environments. The specific regulation of miR-983 during development thus suggests *trans* influences, under sufficient selection, coevolve with *cis* effects to ensure proper regulation programs. Another evidence for coevolution is the higher miR-983 activity in the conspecific than in interspecific context (fig. 2*B,C*). *Trans*-and-*cis* coevolution was also reported for miR-310 s, a cluster of adaptively evolving miRNAs in *Drosophila* (Tang et al. 2010), and many *trans* regulatory proteins (Levine et al. 2007; Rodriguez et al. 2007; Chen et al. 2012; Dai et al. 2021).

Interestingly, regulation specificity in the case of miR-983 is not determined by the *trans* regulator *per se* but likely dependent on the dynamics of transcriptomic contexts. This is like the ubiquitously expressed transcription factors (e.g., Sp1) that gain regulation specificity via cooperation with other cell-specific proteins (Gilmour et al. 2014; O'Connor et al. 2016). At the rST stage, weak miR-983 effects are distributed on a large number of genes gaining S mode, in contrast to the strong miR-983 effects at the SG stage when the vast majority of genes are under conserved regulation. Although it is possible that the overall strength of miR-983 effects is diluted with the increased number of genes it affected, we detected no such correlation across spermatogenetic stages. Alternatively, it is tempting to suggest that miR-983 canalizes genetic programs during spermatogenesis. MiRNAs are thought to act as key players in canalizing development (Hornstein and Shomron 2006), and function both in gene expression tuning and in expression buffering (Wu et al. 2009). The weak miR-983 effects distributed on many genes at rST are concordant with the view that weak regulation of many targets by miRNAs is cumulatively powerful in stability control (Zhao et al. 2017; Zhao et al. 2018; Chen et al. 2019). In support of the suggestion, samples at rST show little variation in expression divergence compared with other stages (fig. 3*B*), albeit the transcriptome at this stage is programed for drastic changes (fig. 4*E*). However, other factors, such as rST being formed within very limited time intervals at the completion of meiosis, may also potentially contribute to the small variation. The validity of the above suggestion needs to be investigated further.

The interactions between miR-983 and context effects provide important insights into the function and evolutionary fates of new *trans* regulators. As *trans* effects are typically subordinate to and antagonize *cis* regulation, the interference of *cis* effects, or context effects in general, should be taken into consideration when exploring functions of *trans* regulators. This is particularly important for young *trans* regulators as new genes are often found “out of the testis” in *Drosophila* and vertebrates (Vinckenbosch et al. 2006; Kaessmann 2010; Chen et al. 2012; Lyu et al. 2014; Zhang and Zhou 2019) or similarly in pollen of rice and *Arabidopsis* (Cui et al. 2015). In the course of spermatogenesis, germ cells experience dynamic chromatin remodeling that leads to more promiscuous transcription (Soumillon et al. 2013; Ernst et al. 2019; Trovero et al. 2020). Given the prevalence of genomic context effects accompanied by rapid transcriptome landscape shifts, the evolutionary fates of nascent *trans* regulators may thus depend not only on their own functions but also on how well they co-evolve with the transcriptome background, as predicted by the Red Queen hypothesis (Van Valen 1973). Thus, the coevolution between miR-983 and the transcriptomic background may support such hypothesis on *de novo* new genes (McLysaght and Hurst 2016; Lu et al. 2018; Zhao et al. 2021). It was suggested that integration of new genes into the extant regulatory networks is a gradual process starting on the network periphery (Zhang et al. 2015). Further studies on the structures of gene regulatory networks during spermatogenesis may shed light on how new *trans* regulators coevolved with genomic context, leading to differential expression profiles between *D. melanogaster* and *D. simulans* in testis.

Finally, our results show that the evolution of a single *trans* element not only has profound impact on gene expression but also leads to phenotypic changes affecting male fitness. The observation that knocking out miR-983 caused reduction in sperm length in *D. melanogaster* but not in *D. simulans* is probably because sperm size in *D. melanogaster* is not canalized as rigidly as in *D. simulans*. A previous analysis reported that *D. simulans* exhibits an extremely stable mode of sperm length distributions across populations while it is more variable in *D. melanogaster* (Joly et al. 2004), suggesting sperm length in *D. simulans* is more robust against environmental and genetic perturbations than in *D. melanogaster*. We found that regulatory mode of miR-983 appears less variable during spermatogenesis in *D. simulans* than *D. melanogaster* (fig. 4*D,E*), which also suggests the developmental process of spermatogenesis is less canalized in the latter species than the former. It is thus not strange that deleting miR-983 has little impact on sperm length in *D. simulans* despite greater expression changes. While what mechanisms account for such difference in the degree of canalization remain unclear, the increased sperm length variation in miR-983 KO of *D. melanogaster* indicate that miR-983 plays a role in canalizing sperm length. The association between sperm length and sperm competition has been extensively investigated (Pitnick et al. 2009; Kahrl et al. 2021). Some evidence suggests that longer sperm is selectively favored in the female sperm storage process in *Drosophila* during sperm-female coevolution (Bressac and Hauschteck-Jungen 1996; Miller and Pitnick 2002). The shorter sperms and decreased sperm defense score of miR-983 KO in *D. melanogaster* suggest that miR-983 has positive contribution to male fitness. However, previous studies found that miR-983 KO mutants have slightly longer sperms than WT in *D. melanogaster* and higher sperm offense score but no difference in defense score in both *D. melanogaster* and *D. simulans* (Lu et al. 2018; Zhao et al. 2021). Such opposing effects may be explained by both the lack of canalization and antagonistic pleiotropy. Consistent with the dual function hypothesis of miRNAs (Wu et al. 2009), genes with enhancing miR-983 and context effects, such as *lectin-46Cb* and *Sfp33A3*, have experienced elevated expression divergence under disruptive or diversifying selection, probably contributing to differential sperm competition abilities. The candidate genes under selection that are identified in this study may thus provide a valuable resource to understand molecular mechanisms underlying sperm length evolution and reproductive isolation in *Drosophila*.

## Materials and Methods

### Construction of MiR-983 Mutant Strains

All flies were raised using the cornmeal-sucrose-yeast medium at 25 °C with a 12-h light-dark cycle throughout this study. A CRISPR/Cas9 system (Cong et al. 2013) was used to generate the miR-983 KO strain of *D. melanogaster* by deleting a 275-bp fragment nearly spanning the entire region of *dme-mir-983-1* and *dme-mir-983-2* from the *w1118* strain. We also replaced the two endogenous *mir-983* copies in *D. melanogaster* with one orthologous copy from *D. simulans*. 15 ug of Cas9 mRNA, 7.5 ug sgRNA, and 15 ug donor DNA were mixed and used for embryo injection. sgRNA targets were designed with CRISPR Optimal Target Finder (http://tools.flycrispr.molbio.wisc.edu/targetFinder/) (Gratz et al. 2014) and amplified by PCR from genomic DNA of the *w1118* strain. We used the MLM3613 (Addgene plasmid 42251) plasmid for cas9 mRNA preparation. To generate the donor pBS-mir983LA-loxp-3xP3-RFP-loxp-mir983RA for the *mir-983* KO, pBluescirpt SK(-) vector was used as the backbone and amplified using the pBF and pBR primers for assembly of homologous arms and the insert. To generate donor pBS-mir983LA-Dsim seq-loxp-3xP3-RFP-loxp-mir983RA for *mir-983* replacement, the precursor sequence of *dsi-mir-983a* from *D. simulans* was inserted into the vector pBS-mir983LA-loxp-3xP3-RFP-loxp-mir983RA between mir983LA and loxp. To remove RFP marker between two loxP sites, flies carrying RFP were crossed with yw, cre; D*/TM3, Sb. Then F1 flies without RFP were balanced with *FM7a*. All the procedures were performed by Fungene Biotech (http://www.fungene.tech/) and detailed in Supplementary Methods.

The miR-983 KO and control stains of *D. simulans* were constructed as described by Zhao et al. (2021). All these five strains were confirmed through DNA sequence by Sanger sequencing and mature miR-983 expression by qRT-PCR. Sequences of the primers used are listed in supplementary table S5, Supplementary Material online.

### MiRNA qRT-PCR

We measured miR-983 expression by miRNA qRT-PCR. Reverse transcription (RT) was performed using TaqMan MicroRNA Assays (Applied Biosystems, USA). qPCR was performed using the Hieff qPCR SYBR Green Master Mix (Yeasen, China). Three biological replicates per genotype and three technical replicates per sample were carried out. Crossing point (C_q_) values were calculated automatically by the Bio-Rad CFX384 Real-Time System. C_q_ values were normalized to the expression level of 2S rRNA which was diluted 1000-fold. Relative expression levels were calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen 2001). Expression differences of miR-983 between genotypes were tested with two-tailed Student's *t*-test. Primers used for qRT-PCR are listed in supplementary table S5, Supplementary Material online.

### RNA-Seq of Adult Testes

Adult flies were allowed to mate three to five days after eclosion and testes were dissected in drops of 1× phosphate-buffered saline (PBS) with two pairs of Dumont #5 forceps. For the extraction of total RNA, 20-25 pairs of testes were pooled as a sample and three biological replicates were collected for each genotype. RNeasy Micro Kit (QIAGEN, German) was used for RNA extraction following the manufacturer's instructions. RNA-seq libraries were constructed and sequenced on a HiSeq X Ten platform (Illumina, USA) generating 150-bp paired-end reads by GENEWIZ (Suzhou, China).

### RNA-Seq for Single Spermatogenic Cysts

Testes from mated male flies two to three days after eclosion were dissected for RNA-seq of single spermatogenic cysts as described above. Two tungsten micro-needles (World Precision Instruments, USA) were used to tear the muscle sheath layer, resulting in germ cell cysts spilling into a drop of 1×PBS. The cysts were viewed using an inverted microscope (Leica DMI4000 microscope) and were picked using a glass capillary (BJ-40, Beijing Zhengtian Yi Science and Trade Co. LTD) pulled by a Sutter instrument P-30 with the following parameters: heat#1 = 930; pull = 909. The cysts were staged using the following criteria: SG, 16-cell cysts with cells of <10 μm in diameter for *D. melanogaster* and < 8 μm in diameter for *D. simulans;* late pSC, 16-cell cysts with cells of 22–25 μm in diameter; rST, cysts with more than 32 round or nearly round cells of 14–16 μm in diameter; and eST, bundles of 250–350 μm in length. Staged single cysts were transferred into PCR tubes by pushing the syringe connected to the glass capillary by an infusion tube. Four to six single cysts were collected, each as a biological replicate, for each developmental stage. Cell lysis, RT, PCR preamplification, and purification of PCR products were conducted using the Discover-sc WTA Kit V2 (Vazyme Biotech, China) according to the user's guides. RNA-seq library was constructed for each cyst using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme Biotech, China) and an input of 1 ng amplified cDNAs. Sequencing was conducted on a HiSeq X Ten platform (Illumina) by GENEWIZ (Suzhou, China), generating 150-bp paired-end reads.

### RNA-Seq Data Analysis

After removing adapters using Trimmomatic (Bolger et al. 2014) (version 0.36, using parameters 2 : 30 : 10 : 1:true MINLEN:75), short reads were mapped to the corresponding reference genomes of *D. melanogaster* (r6.36) and *D. simulans* (r2.02) using HISAT (Pertea et al. 2016) (version 2.2.0, –dta and other default parameters). Expression abundance of each gene was calculated as Fragments Per Kilobase per Million mapped reads (FPKM) using StringTie (Pertea et al. 2016) (version 2.1.4, used -e and other default parameters). The annotation files of dmel-all-r6.36.gtf and dsim-all-r2.02.gtf, and the list of one-to-one orthologous genes were downloaded from FlyBase (http://flybase.org/) in October 2020. HTSeq (Anders et al. 2015) (version 0.6.0, using parameters -f bam -r name -s no -t exon -m union) was used to count mapped reads for each gene, which were then used as input for intraspecific differential expression analysis using DESeq2 (Love et al. 2014) (version 1.30.0). Pairwise Spearman's correlation coefficient *ρ* of protein-coding gene expression abundance (FPKM) among replicates was calculated to measure the reproducibility of RNA-seq data. We set the cutoff for *ρ* as 0.8. 

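Spearman's rho of FPKM over all genes had a median of 0.986 between testis replicates, 0.946 between SG cysts of a line, 0.966 at pSC, 0.966 at rST and 0.937 at eST. Over protein-coding genes of D. melanogaster, the set of the methods, the medians were 0.992, 0.963, 0.963, 0.966 and 0.947. Of 61 pairs of SG replicates, 1 was under 0.8, at 0.789. Both cysts were from the replacement line, and over protein-coding genes the value was 0.763. Over both sets of genes, testis, pSC, rST and eST replicates had no pair under 0.8. Over genes of at least 1 FPKM, 6 pairs at SG, 2 at pSC and 2 at eST were under 0.8, the lowest at 0.59, 0.747 and 0.793.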

Only a single-cyst sample was removed as an outlier. Only one-to-one orthologous genes with normalized counts (DESeq2) > 5 on average in at least one genotype were considered as expressed and used in further analyses in the focal tissue or spermatogenic stages. The diffusion map of expression abundance was created using the function *DiffusionMap* in the R destiny package (Angerer et al. 2016) (version 3.4.0) based on FPKM values of expressed genes.

### Decomposition of MiR-983 and Genetic Context Effects

We disentangled the regulatory differences among miR-983 variants into miR-983 ortholog and genetic context effects, following the method described by Bao et al. (2019) with modification. Log_2_(fold change) of expression level was calculated with DESeq2 (Love et al. 2014) (version 1.30.0) for each expressed gene in three types of intraspecific comparison: the WT versus miR-983 KO in *D. simulans* (A comparison), replacement versus the *D. melanogaster* KO (B), and the WT versus miR-983 KO in *D. melanogaster* (C). miR-983 ortholog influence was inferred from comparing B and C, while the genetic context effect can be estimated from differences between A and B. The presence of these separate influences was tested using two-tailed Student's *t*-tests based on the log_2_ fold changes of A, B and C, and their standard errors (lfcSE) as calculated by DEseq2. Genes showing the A = B and B ≠ C pattern were classified into the “miR-983 only” category (category I), A ≠ B and B = C genes are “context only” (category II), A ≠ B and B ≠ C genes are “miR-983 & context”, while genes showing the A = B and B = C pattern are called “conserved” (category V). The remaining genes are ambiguous (category VI). Among genes assigned into the “miR-983 & context” category, those showing the (A-B) * (B-C) > 0 pattern are affected by enhancing miR-983 and context interactions (“enhancing”, category III), while those with (A-B) * (B-C) < 0 are under compensating interactions (“compensating”, category IV). To capture any regulatory differences mediated by miR-983, we set no criteria for the degree of difference when comparing A versus B or B versus C but only requiring *P* < 0.05 in Student's *t*-tests. Pearson correlation between A-B and B-C was calculated. As B was used twice when estimating both A-B and B-C, the cross-replicate approach (Fraser 2019) was used to eliminate the potential bias that may cause artifactual negative correlation between them.

### Measurement of Interspecific Expression Divergence

Expression levels (FPKM) of wildtype or miR-983 KO *D. melanogaster* and *D. simulans* strains were used to estimate global expression divergence between species using 1 – *ρ* for testis or each spermatogenic stage, where *ρ* is the Spearman's correlation coefficient between samples from different species. We also performed interspecific differential expression analyses separately for testes or each spermatogenic stage with EBSeq (Leng et al. 2013) (version 1.30.0) which using FPKM values as input.

### MiR-983 Target Prediction

3′UTR sequences of *D. melanogaster* (dmel-all-three_prime_UTR-r6.36.fa) and *D. simulans* (dsim-all-three_prime_UTR-r2.02.fa) were retrieved from FlyBase (http://flybase.org/). Target transcripts were predicted for dme-miR-983-5p and dsi-miR-983a-5p separately using TargetScan (TargetScanFly 7.2) (Agarwal et al. 2018) and the conspecific UTRs. Targets with “7mer-1a,” “7mer-m8,” or “8mer-1a” target site types were retained, and smaller set containing “7mer-m8” or “8mer-1a” types are deemed as stronger targets. Genes encoding targeted transcripts were considered as potential target genes. Predicted miR-983 target genes that are not overlapped between *D. melanogaster* and *D. simulans* were used in this study.

### Clustering of Gene Expression during Spermatogenesis

We clustered genes based on their expression pattern along spermatogenetic stages in the wildtype *D. melanogaster* and *D. simulans* using the Mfuzz R package (Kumar and Futschik 2007) (version 2.50.0, min.std = 0 for the function *filter.std*, m = 1.25 for the function *mfuzz*, min.acore = 0.7 for the function *acore*). The mean FPKM of each gene averaged over replicates from each stage were used as the input. Only one-to-one orthologous genes expressed in at least one stage in *D. melanogaster* or *D. simulans* were used.

### Gene Ontology Analysis

R package GOstats (Falcon and Gentleman 2007) (version 2.56.0) was used for gene ontology enrichment analysis based on the annotation package org.Dm.eg.db (version 3.12.0) for *D. melanogaster*. The 11,299 orthologous genes expressed in testes were used as the background set. The top ten most significantly enriched terms are shown.

### Measuring Sperm Length

Males were separated from females for 4 days until they were used for dissection. One seminal vesicle from each individual was dissected in drops of 1× PBS with two pairs of Dumont #5 forceps. The seminal vesicles were ruptured by gently tightening the forceps. Spilled spermatozoa out of the ruptured seminal vesicle were dispersed as sparsely as possible in a fresh droplet of 1× PBS on a glass slide and covered with a coverslip to take images under a Leica DMI4000 microscope. The lengths of 8–12 sperms per individual and 10 to 13 individuals per genotype were measured in triplicate from images using software LAS V3.8. Coefficient of variation (CV) of sperm length was calculated for each individual as standard deviation divided by the mean (× 100%).

### Measuring Sperm Competitive Ability

Sperm competition assays were conducted for each of the three test *D. melanogaster* lines (miR-983 KO, replacement and WT), respectively, using a similar design as described previously (Amitin and Pitnick 2007). Each virgin *w1118* (*D. mel* WT) female was mated first with a reference red-eyed male (*w1118/Y; miniwhite-UASeGFP/miniwhite-UASeGFP*) and subsequently with a white-eyed test male for the offense assay (test male as P2) and *vice versa* for the defense assay (test male as P1). For the first mating, 3-day-old virgin females were provided with a 3-day-old male each in a fresh vial with live yeast. Males were removed within 1 h of mating. Two days later, the females were provided with a second 3-day-old male in another fresh vial with live yeast. Males were removed within 1 h of mating again. After nine hours, all the females were transferred to a third fresh vial with live yeast, where they were allowed to oviposit for 24 h. About 10 days later, adult progeny from each female in the third vial were collected and scored for eye colors every 2 days. Progeny with red eyes are sired by reference males, while those with white eyes are sired by test males. The relative defense and offense scores were calculated as the proportion of offspring sired by the test male when it is either P1 or P2. Only females that were successfully inseminated by both males survived the whole experiment and had at least 10 progeny were used in this analysis. This experiment was replicated twice and produced consistent results. We present here the results with a larger sample size, of which progeny of 20–24 females were scored for the defense assay and progeny of 35 to 41 females were scored for the offense assay. The Wilcoxon rank-sum test was used to test differences in relative defense or offense scores among genotypes.

### Identifying Potential Targets of Selection Associated with Differential miR-983 Regulation

For each spermatogenetic stage, we resampled the expressed genes with 10,000 bootstrap replicates and recorded the 0.95 quantiles of log_2_FC(*D. mel* WT/*D. sim* WT) of each bootstrap sample. The bootstrap distribution was then used to determine the cutoff of 0.95 quantile of log_2_FC(*D. mel* WT/*D. sim* WT) at a significance level of 0.05. Genes with enhancing miR-983 and context effects (category III) and extremely high (top 5%) interspecific expression divergence (*P* < 0.05 with 10,000 bootstrapping) were considered as potential targets of selection associated with difference of miR-983 regulation.

### Statistical Analysis

All the statistical analysis was finished in R 4.0.3.

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msac127_Supplementary_Data Click here for additional data file.

## Data Availability

RNA-seq data and relevant processed data files have been submitted to the Gene Expression Omnibus (accession number GSE190885). All other relevant data supporting the key findings of this study are available from the corresponding author upon request.

# Supplementary material for: Spatiotemporal Regulation of a Single Adaptively Evolving Trans-Regulatory Element Contributes to Spermatogenetic Expression Divergence in Drosophila
**Source:** Mol Biol Evol. 2022 Jun 10;39(7):msac127. doi: 10.1093/molbev/msac127
**Supplement:** msac127_Supplementary_Data

**Supplementary Material for: Spatiotemporal Regulation of a Single Adaptively  
Evolving *Trans*-Regulatory Element Contributes to Spermatogenetic Expression  
Divergence in *Drosophila***

Yumei Huang<sup>1</sup>, Rui Shang<sup>1</sup>, Guang-An Lu<sup>1</sup>, Weishun Zeng<sup>1</sup>, Chenglong Huang<sup>1</sup>, Chuangchao Zou<sup>1</sup>,  
Tian Tang<sup>1\*</sup>

Guangzhou, Guangdong Province, China.

## Supplementary Figures

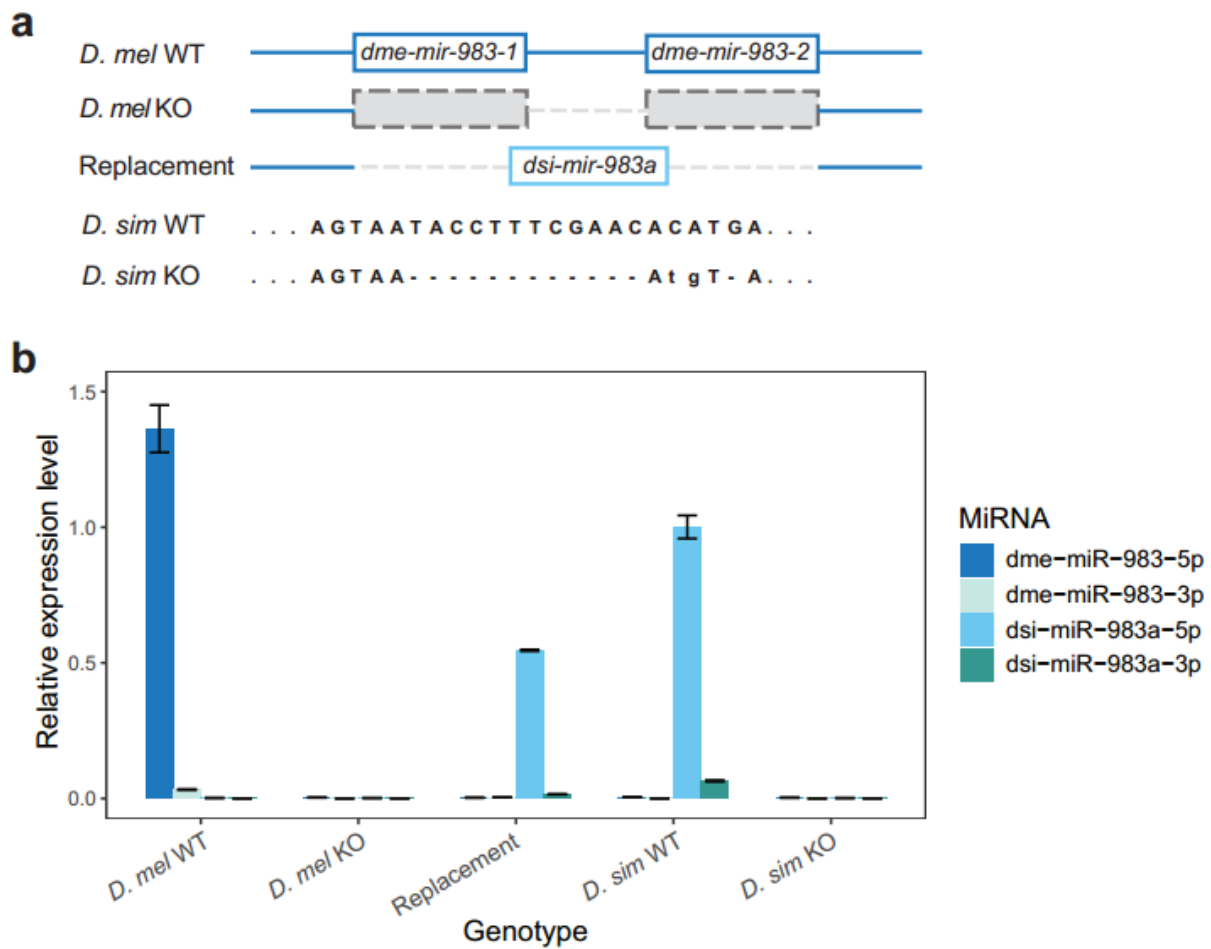

**Supplementary Fig. S1. Construction and confirmation of miR-983 fly strains.** (a) A schematic showing the genetic design for mutant strains. A 275-bp deletion, nearly spanning the two copies of *mir-983*, was generated to construct the *D. mel* KO line. The *dsi-mir-983a* precursor was inserted into the *D. mel* KO background to make the Replacement strain. In the *D. sim* KO strain, an 17-bp region corresponding to *dsi-miR-983a-5p* accommodates deletion and mutation. (b) Relative expression levels of mature miR-983s. The mean expression level of *dsi-miR-983a-5p* in the strain *D. sim* WT is normalized to 1. Bars represent mean  $\pm$  SD.

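The files place mir-983-1 (FBgn0262235) on the minus strand of chromosome X from 4368309 to 4368399, and mir-983-2 (FBgn0262279) from 4368483 to 4368581, in the D. melanogaster annotation that the methods name. Both lie within the bounds of CG3626 (FBgn0029706), which runs from 4366417 to 4371136 on the opposite strand. FPKM of CG3626 in testes was 0.815 ± 0.168 in D. mel WT, 0.833 ± 0.0285 in D. mel KO and 0.708 ± 0.0253 in the replacement line (SD, n = 3 each). The replicates of the replacement line (0.679 to 0.726) lay below those of D. mel KO (0.816 to 0.866), and those of D. mel WT (0.712 to 1.01) overlapped both. In edgeR's quasi-likelihood test on counts, the adjusted p of CG3626 was 0.303 in B and 0.99 in C.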

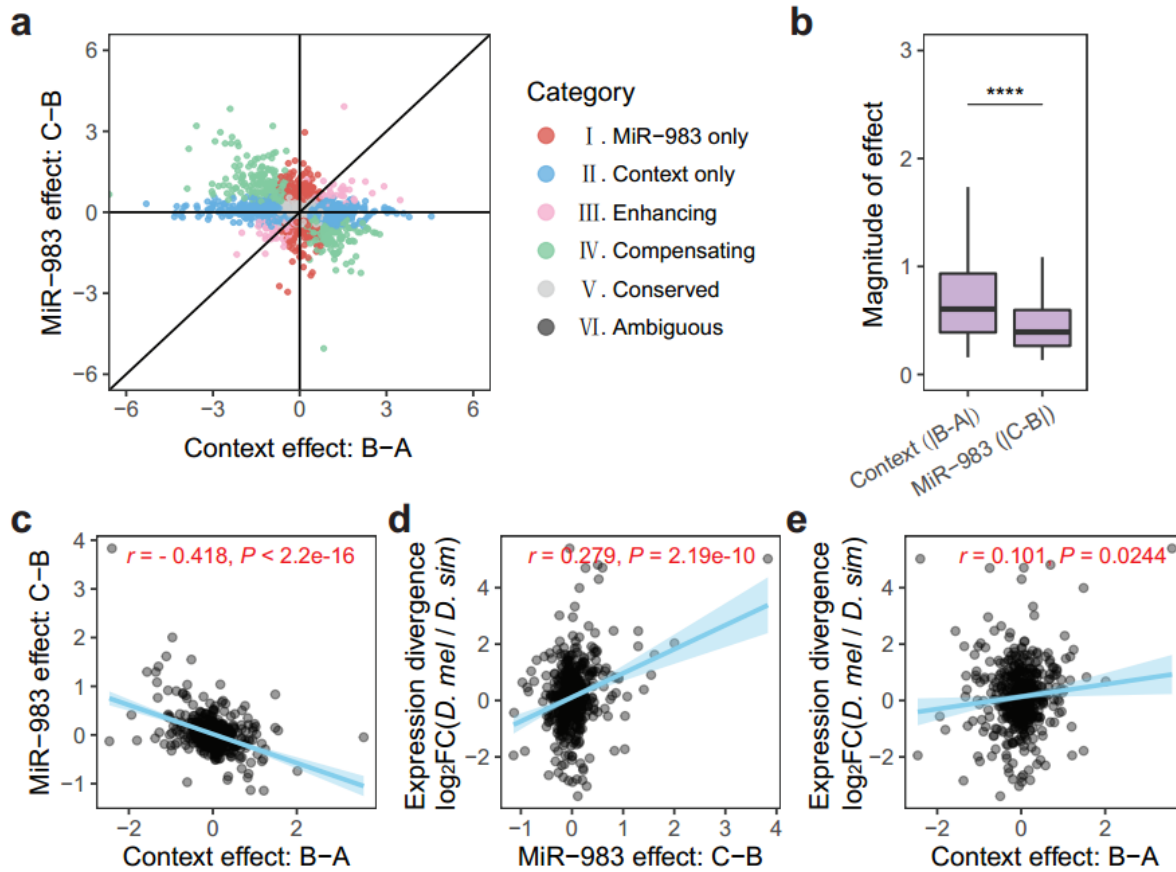

**Supplementary Fig. S2. MiR-983 related regulatory effect on testis transcriptome.** (a) The magnitude of regulatory effects ( $\log_2FC$ ) on each expressed gene. (b) Comparison between regulatory magnitudes of context effects on genes under context influence only and miR-983 effects on genes only regulated by miR-983. Wilcoxon rank-sum tests was performed for statistical comparison (\*\*\*\*:  $P < 0.0001$ ). (c-e) Correlation between regulatory components based on targets with “7mer-m8” or “8mer-1a” site types. (c) miR-983 effect versus context effect. (d) Interspecific expression divergence versus miR-983 effect. (e) Interspecific expression divergence versus context effect. Pearson’s correlation coefficients  $r$  and  $P$  values are shown.

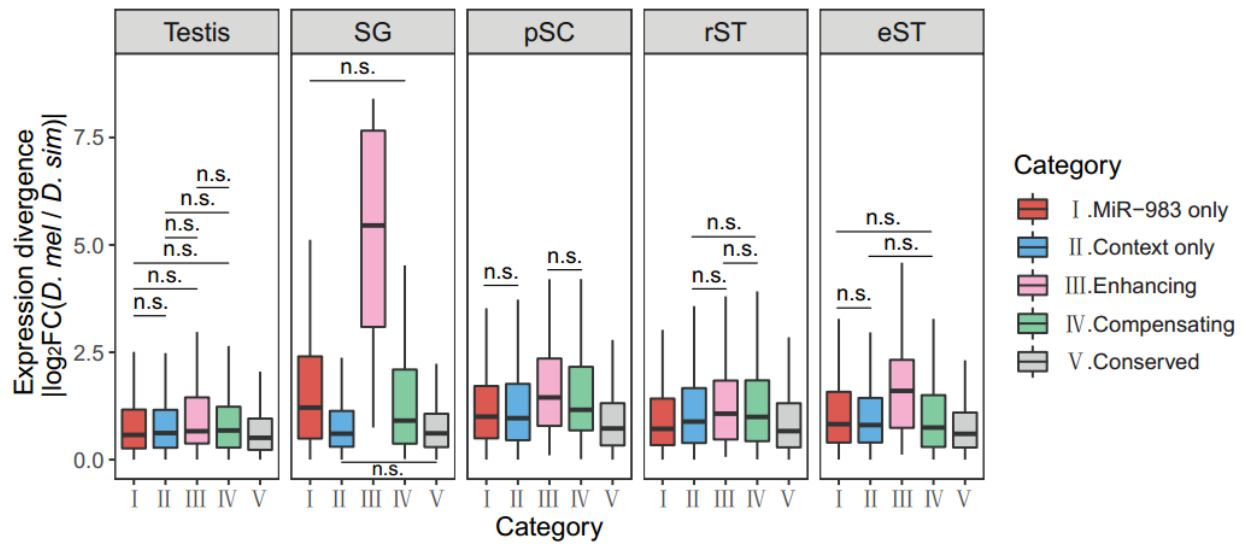

**Supplementary Fig. S3. Interspecific expression divergence for genes in different regulatory categories.** All pairwise comparisons among categories in the same tissue/stage are significant (Wilcoxon rank-sum test:  $P < 0.05$ ) unless indicated (by n.s.) in the plots.

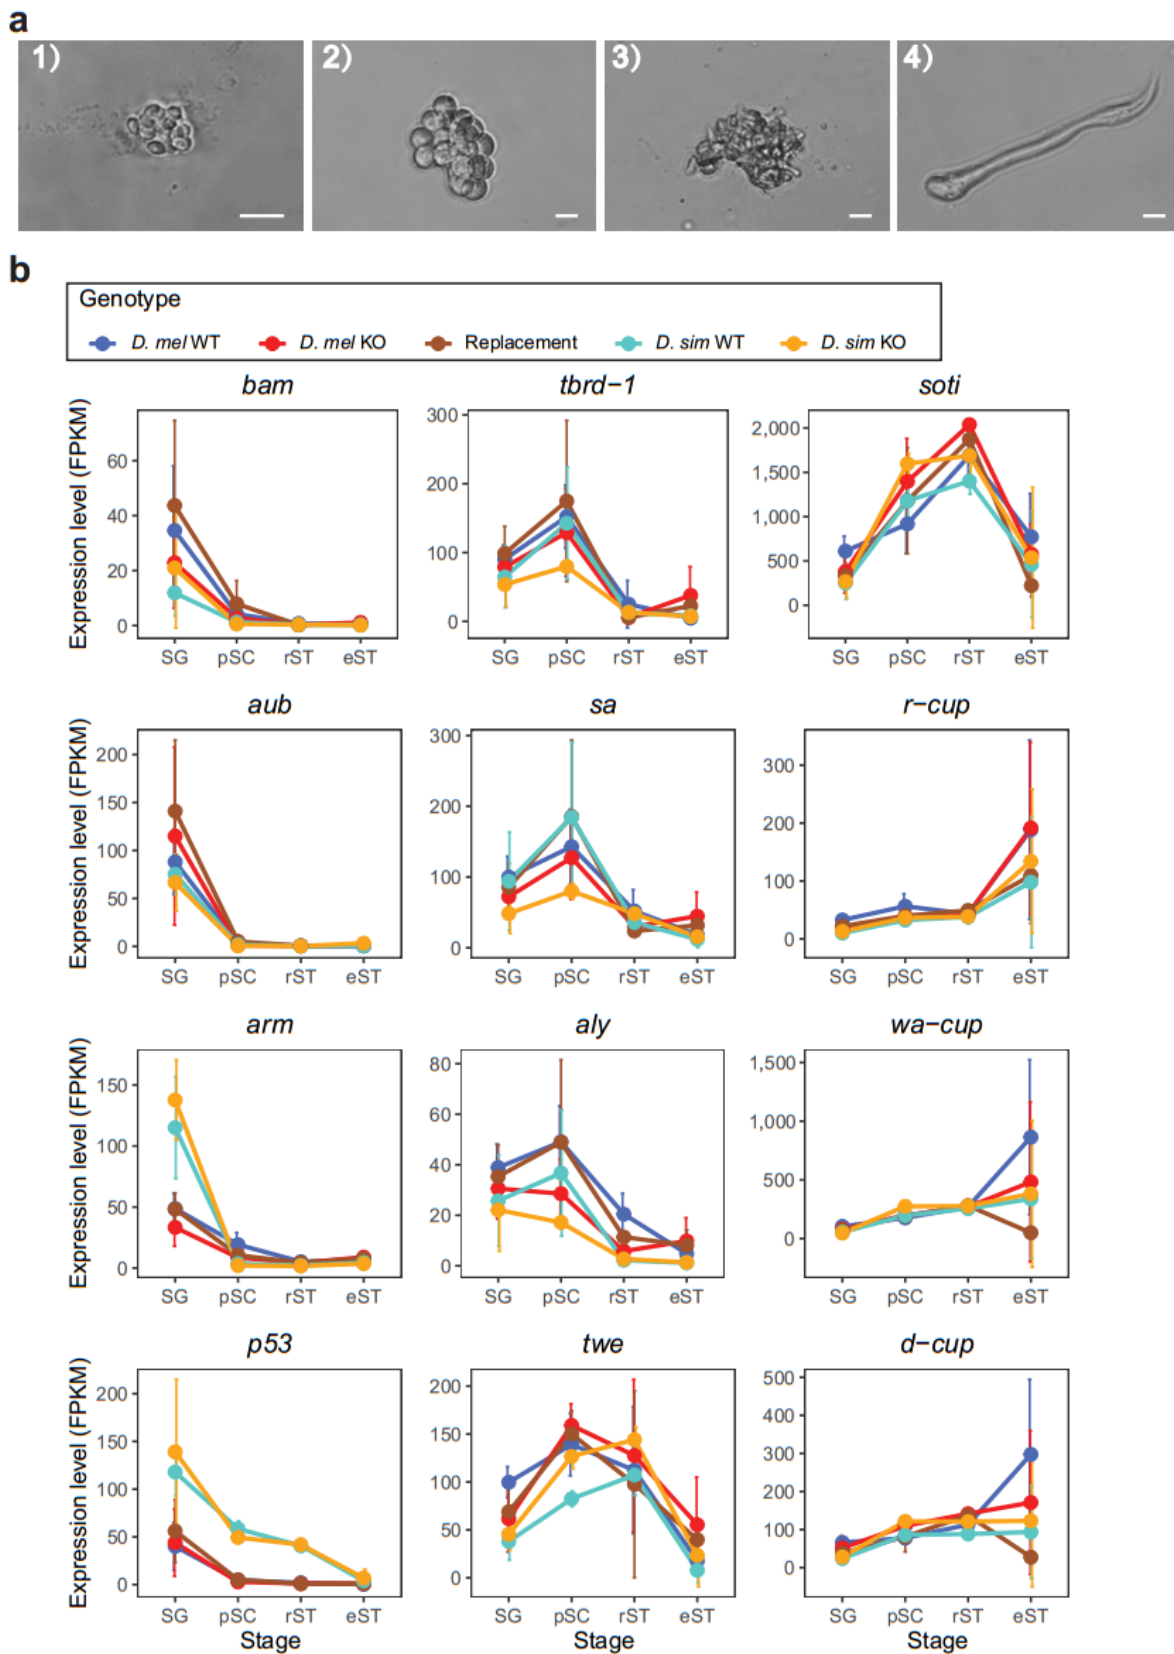

**Supplementary Fig. S4. *Drosophila* spermatogenic single cysts and expression patterns of marker genes.** (a) Spermatogenic single cysts of *Drosophila melanogaster*. 1) Spermatogonia (SG). 2) Late primary spermatocytes (pSC). 3) Round spermatids (rST). 4) Elongating spermatids (eST).

Scale bars are 20  $\mu\text{m}$ . (b) Expression patterns of marker genes during spermatogenesis. The first column presents genes with known specific mitotic expression, the second column contains genes with enriched meiotic expression while the third column represents genes previously reported to be highly expressed at post-meiotic stages. Mean  $\pm$  SD is shown.

**a**

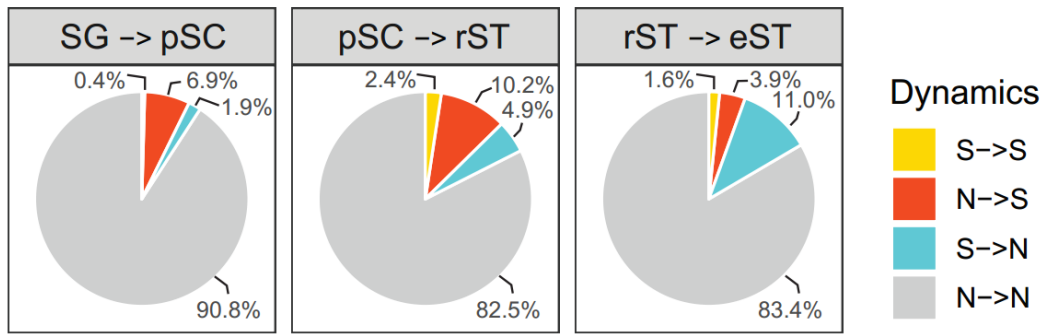

**b**

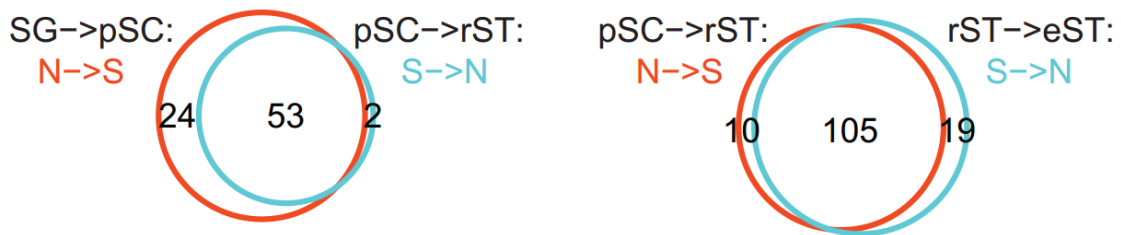

**Supplementary Fig. S5. Regulatory dynamics of predicted miR-983 targets across spermatogenesis.** (a) Pie charts showing proportions of four types of regulatory dynamics between successive stages. “S” comprises “miR-983 only” and “enhancing” categories, while “N” is “context only,” “compensating,” and “conserved.” (b) Venn diagrams depicting regulatory mode turnover between successive periods.

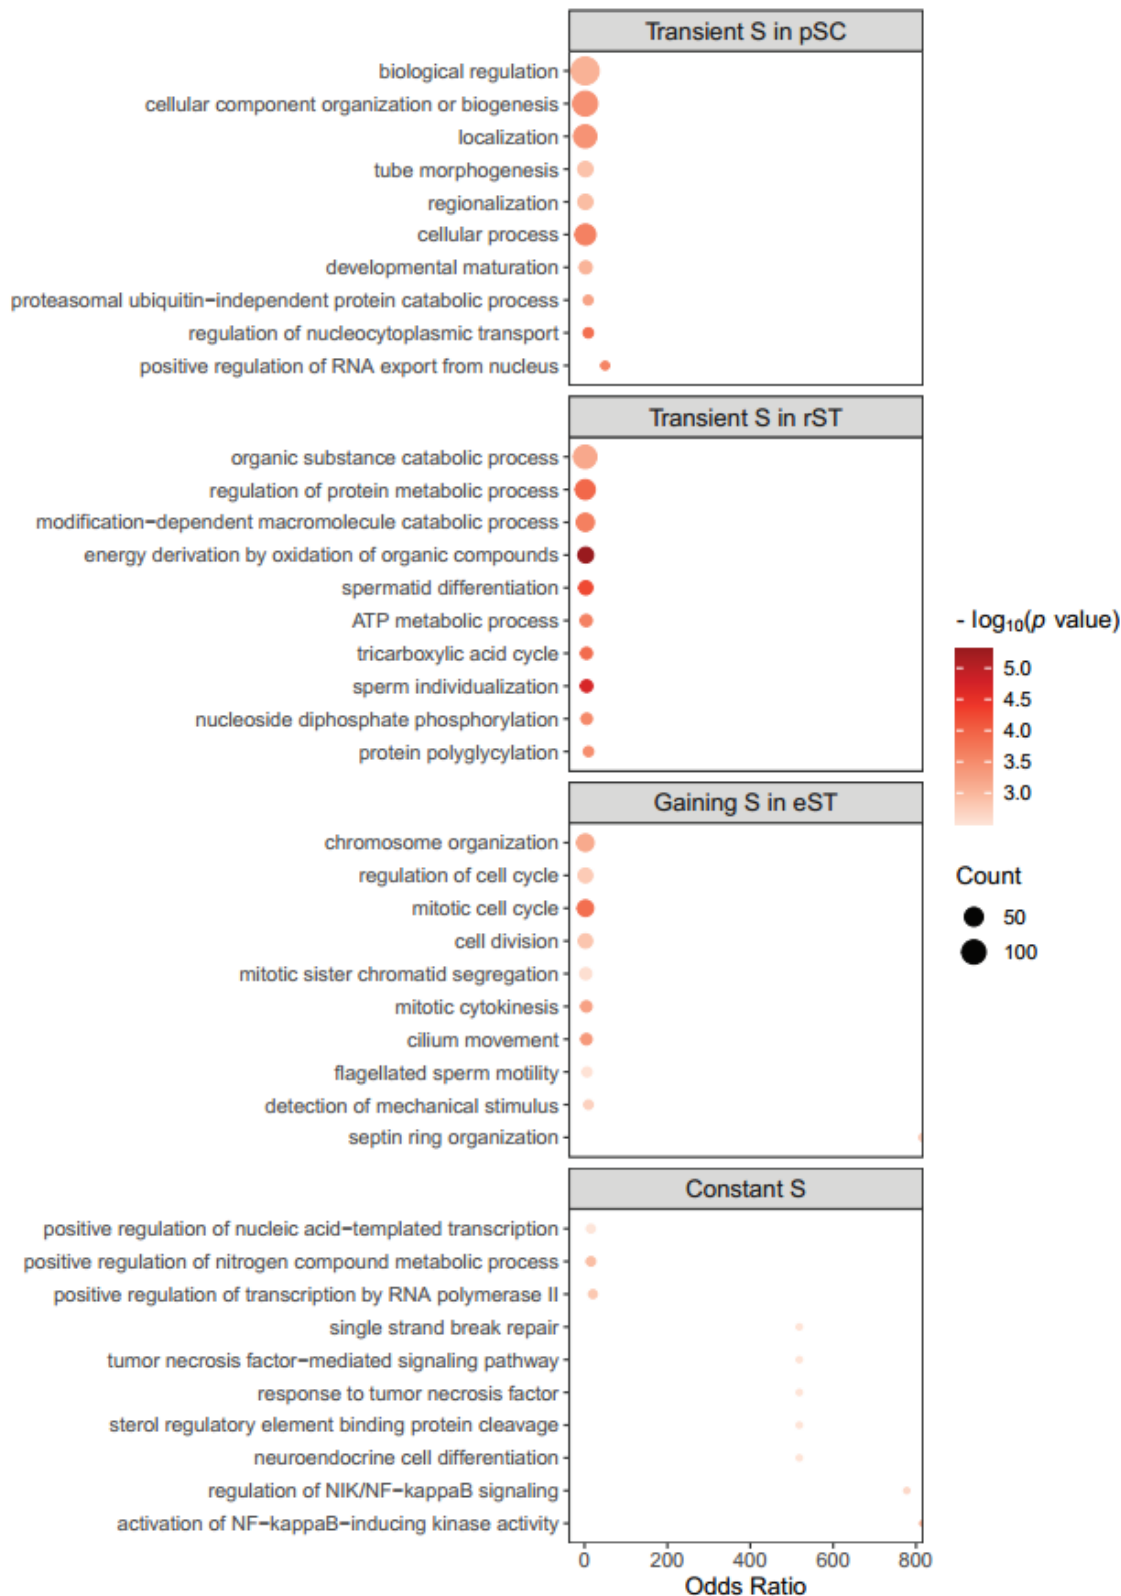

**Supplementary Fig. S6. Gene ontology analysis in terms of biological process for genes with particular regulatory dynamics associated with miR-983.** “S” denotes regulatory types of “miR-983 only” and “enhancing”, while “N” denotes types of “context only,” “compensating,” and “conserved.”

## Supplementary Tables

### Supplementary Table S1. Summary of RNA-seq data.

[Shown in an independent Excel file]

### Supplementary Table S2. Improving estimates of miR-983 effects (C-B) and context effects (B-A) using the cross-replicate approach.

| Method          | Replicate <sup>a</sup><br>for (B-A) | Replicate<br>for (C-B) | All unambiguous genes |                | Targets of miR-983 <sup>b</sup> |                |
|-----------------|-------------------------------------|------------------------|-----------------------|----------------|---------------------------------|----------------|
|                 |                                     |                        | <i>r</i>              | <i>P</i> value | <i>r</i>                        | <i>P</i> value |
| Standard        | 1,2,3                               | 1,2,3                  | -0.314                | 9.14e-228      | -0.418                          | 1.39e-22       |
| Cross-replicate | 1                                   | 2                      | -0.512                | 0              | -0.565                          | 2.01e-43       |
| Cross-replicate | 1                                   | 3                      | -0.495                | 0              | -0.545                          | 6.38e-40       |
| Cross-replicate | 2                                   | 1                      | -0.530                | 0              | -0.612                          | 1.13e-52       |
| Cross-replicate | 2                                   | 3                      | -0.507                | 0              | -0.560                          | 1.39e-42       |
| Cross-replicate | 3                                   | 1                      | -0.524                | 0              | -0.580                          | 3.31e-46       |
| Cross-replicate | 3                                   | 2                      | -0.515                | 0              | -0.542                          | 2.00e-39       |

<sup>a</sup> Indicate the applied replicates of the "Replacement" genotype.

<sup>b</sup> Non-overlapping targets with “7mer-m8” or “8mer-1a” sites of dme-miR-983 and dsi-miR-983.

### Supplementary Table S3. The information of the 10 genes constantly with S mode throughout spermatogenesis.

[Shown in an independent Excel file]

### Supplementary Table S4. Genes with enhancing miR-983 and context effects and extremely high expression divergence between *D. melanogaster* and *D. simulans*.

[Shown in an independent Excel file]

### Supplementary Table S5. Primer sequences.

[Shown in an independent Excel file]

## Supplementary Methods

### Construction of the MiR-983 Related Strains of *Drosophila melanogaster*

All the following procedures were performed by Fungene Biotech (<http://www.fungene.tech/>).

#### Fly Stocks

All flies used were cultured at 25°C. Genotypes of these flies are:

For injection: *w<sup>1118</sup>*

For balancing: *FM7a*

3xP3 RFP marker was removed by crossing to Cre-expressing line *yw, Cre; D/TM3, Sb* (BSC#851).

#### Preparation of sgRNA

sgRNA targets were designed with CRISPR Optimal Target Finder

(<http://tools.flycrispr.molbio.wisc.edu/targetFinder/>) (Gratz, et al. 2014). Genomic DNA was isolated from the injection stock. PCR was performed using primers flanking the targets. And the amplified products were sent for Sanger sequencing. If SNPs were found on the targets, sgRNA sequence would be modified to be consistent with the target sequence of the stock.

Following the protocol of Bassett AR *et al.* (Bassett, et al. 2013), template for *in vitro* transcription by T7 polymerase was generated by annealing two DNA oligonucleotides and PCR amplification. *In vitro* transcription was performed with the T7 RiboMAX<sup>TM</sup> Kit (Promega, P1320). Transcripts were purified by phenol-chloroform extraction and isopropanol precipitation.

For *mir-983* knockout and replacement, four sgRNAs were designed to target the gene region. The sgRNAs' sequences were listed below:

|               |                          |
|---------------|--------------------------|
| Mir-983KI sg1 | GTTGTAAACATTCAACTCGA TGG |
| Mir-983KI sg2 | GACACAGTTTATTACAAGAA TGG |
| Mir-983KI sg3 | GGATTTTCAGTTCATTCATT AGG |
| Mir-983KI sg4 | GTAAACATTCAACTCGATGG CGG |

#### Preparation of cas9 mRNA

Plasmid MLM3613 (Addgene plasmid 42251) was linearized with Pme I (NEB, USA) and purified by ethanol precipitation. Cas9 mRNA was transcribed with mMESSAGE mMACHINE® T7 Transcription Kit (Ambion, USA), polyadenylated with the *E.coli* Poly(A) polymerase Kit (NEB, USA), and purified with the RNeasy Mini Kit (QIAGEN, German).

### Construction of the donor vector

To generate the donor pBS-mir983LA-loxp-3xP3-RFP-loxp-mir983RA for the *mir-983* knockout, the pBluescript SK(-) vector was used as the backbone and amplified with primers pBF and pBR for assembly of homologous arms and the insert.

Using genomic DNA of the *w1118* strain, the left and right homologous arms were amplified with primers mir983-5arm-F and mir983-3arm-R. The amplified backbone, the left homologous arm, and the right homologous arm were first linked together with Gibson Assembly Kit (cat#E2611L, NEB, USA) as pBS-mir983LA-mir983RA. The loxp-3xP3-RFP-loxp cassette was amplified from pBSK-LRL (from Fungene Biotech, unpublished) with primers LRL-F and LRL-R.

mir983LA-pBS-mir983RA linear DNA without the *mir-983* gene region sequence was amplified from pBS-mir983LA-mir983RA vector with primers mir983-insert-F and mir983-insert-R and combined with the loxp-3xP3-RFP-loxp cassette using a Gibson Assembly Kit producing the final construct pBS-mir983LA-loxp-3xP3-RFP-loxp-mir983RA. The *mir-983* gene region sequence was thus replaced by the loxp-3xP3-RFP-loxp cassette.

Primers:

|                 |                                                |
|-----------------|------------------------------------------------|
| pBF             | TGGCGTAATCATGGTCATAGC                          |
| pBR             | CTGGCGTAATAGCGAAGAGG                           |
| mir983-5arm-F   | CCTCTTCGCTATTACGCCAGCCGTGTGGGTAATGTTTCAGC      |
| mir983-3arm-R   | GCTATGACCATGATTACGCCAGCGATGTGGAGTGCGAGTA       |
| LRL-F           | ttcgctattacgccagataac                          |
| LRL-R           | gaccatgattacgccaataac                          |
| mir983-insert-F | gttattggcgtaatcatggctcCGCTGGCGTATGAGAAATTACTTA |
| mir983-insert-R | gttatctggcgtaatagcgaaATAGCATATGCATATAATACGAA   |

To generate the pBS-mir983LA-Dsim seq-loxp-3xP3-RFP-loxp-mir983RA donor for *mir-983*

replacement, the *dsi-mir-983a* precursor sequence from *D. simulans* was inserted into the vector pBS-mir983LA-loxp-3xP3-RFP-loxp-mir983RA between mir983LA and loxp.

The 120-nt precursor sequences of *dsi-mir-983a* from *D. simulans* are shown below:

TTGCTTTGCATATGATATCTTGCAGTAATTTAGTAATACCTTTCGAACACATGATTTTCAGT  
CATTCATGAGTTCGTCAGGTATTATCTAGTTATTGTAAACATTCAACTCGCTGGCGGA

### **Embryo Injection and Screening**

15 ug of Cas9 mRNA, 7.5 ug sgRNA and 15 ug donor DNA were mixed with DEPC water in a 30-uL volume. And the mix was used for embryo injection. Embryos were injected according to standard protocols at 18°C and were shifted to 25°C immediately after injection. When the injected P0 embryos grew into adults, they were crossed with *FM7a*. F1 flies were then screened for candidates that carried RFP in eyes under a fluorescence stereo microscope.

### **Molecular Characterization of loxp-3xP3-RFP-loxp Knockin**

To verify that loxp-3xP3-RFP-loxp was inserted as expected, two pairs of primers were designed outside each homologous arm. Flies with RFP were homogenized for genomic DNA extraction and PCR amplification. If DNA products were in the expected length and confirmed by Sanger sequencing, the correct loxp-3xP3-RFP-loxp-knockin transgenic line was obtained.

### **Excision of RFP Marker**

To remove RFP marker between two loxP sites, flies carrying RFP were crossed with *yw, cre; D\*/TM3, Sb*. Then F1 flies without RFP were balanced with *FM7a*.

### **References**

- Bassett AR, Tibbit C, Ponting CP, Liu JL. 2013. Highly efficient targeted mutagenesis of *Drosophila* with the CRISPR/Cas9 system. *Cell Rep.* 4(1):220-228.
- Gratz SJ, Ukken FP, Rubinstein CD, Thiede G, Donohue LK, Cummings AM, O'Connor-Giles KM. 2014. Highly specific and efficient CRISPR/Cas9-catalyzed homology-directed repair in *Drosophila*. *Genetics* 196(4):961-971.

How the deposited data were processed for this re-analysis (not part of the article)

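RNA-seq libraries from adult testes and from single spermatogenic cysts of D. sim WT, D. sim KO, D. mel WT, D. mel KO and the replacement line were analysed. There were 122 libraries, 15 from testes and 107 from cysts of the stages SG, pSC, rST and eST, and each was assigned to its line, stage and replicate by its own label. The authors trimmed the reads with Trimmomatic, mapped them with HISAT to the genome of each species and obtained read counts per gene with HTSeq, without regard to strand, and deposited these counts without normalization. The authors computed FPKM values per gene and library with StringTie and deposited them as well. Reads that overlap exons of more than 1 gene were not counted, which leaves overlapping and antisense genes uncertain. Total counts were 15478484 to 26870894 per testis library and 12980169 to 24086166 per cyst, and 78.8% to 83.7% of the paper's fragments in testes and 66.5% to 77.6% in cysts were counted on genes.

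Genes with more than 5 normalized counts on average in at least 1 genotype were kept, as in the paper. Counts were normalized by TMM and tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood test, two-sided, with 1 fit per species in testes and 1 per species and stage in cysts, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an absolute log2 fold change above 1 and an FDR under 0.05. The comparisons were A (D. sim WT against D. sim KO), B (replacement line against D. mel KO), C (D. mel WT against D. mel KO) and C-B, counted at an unadjusted p under 0.05 as in the paper. Differences of C-B between 2 stages were tested in 1 fit over both. FPKM values were compared by two-sided permutation tests on log2(FPKM + 1), exact with fewer than 10 cysts in a group and with 100000 resamples otherwise. Standard errors of medians over genes came from leaving out each cyst in turn. Fuzzy c-means was run with e1071 1.7.16 in 4 clusters, a fuzzifier of 1.25 and a membership of at least 0.7. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

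Alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR (for C-B Student's test on its log2 fold changes and standard errors, the paper's procedure), DESeq2's size factors, no filter, a filter of 50 normalized counts, a fit of only the 2 groups compared, the replicate number as a block, an FDR under 0.05 for C-B, and leaving out each replicate in turn. For FPKM they were a pseudocount of 0.1, genes of at least 1 FPKM, the stage of the highest mean in place of clusters, medians in place of means, and the same number of cysts (4) per genotype. Chosen after the data were seen were DESeq2's test against a log2 fold change of 1, protein-coding genes alone, the position of each cyst between the stage means as a covariate, and size factors for the differences between stages. The tests were tested on simulated data with 200 genes changed by 2 on the log2 scale. Among unchanged genes, edgeR gave a p under 0.05 to 4.41% in testis C and DESeq2 to 3.88%. Student's test on DESeq2's estimates gave it to 0.0483% in testis C-B. The test between stages gave it to 4.59%. The paper gives no degrees of freedom for Student's test. Here they were the number of D. mel WT and replacement libraries less 2.

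The genes named are every gene the paper names, mir-983-1 and mir-983-2, and the genes with the largest absolute log2 fold change among those called without overlap of normalized counts between replicates, 3 for each of B, C and C-B in testes, 2 for C-B at each stage, and for A the 2 that rose and the 2 that fell most. This rule was written before the data were examined, while the values in the paper's tables had been seen. Lists of 30 accessory gland genes, 16 muscle genes (15 found), 4 cyst cell genes, 12 stage markers and the 10 genes of Supplementary Table S3 were also set beforehand. A fold against a group without reads was computed against a floor of 3 counts over the group, and a ratio to a group with few reads is given with its 95% counting interval. Gene identifiers of both species were not paired, since no identifier is shared between the count tables. Context effects, regulatory categories, correlations with expression divergence and the divergence between species were therefore not analysed here. Sperm length, sperm competition and qRT-PCR measurements were not used here.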

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

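Chosen only after the results were seen were the comparison of muscle genes in 1 pSC cyst, the test on D. mel KO testis replicate 2, the added mark of D. mel WT SG libraries, the component within genotypes, and the splits and size factors for differences between stages.

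The mean FPKM of the 30 accessory gland genes had a median over cysts of 85.4 in D. mel WT SG, against 7.8 in D. mel KO SG. The paper does not discuss these genes. The same cysts carry lectin-46Cb and Sfp33A3, which encode seminal fluid proteins. Between 26 and 29 of the 30 genes were above 1 FPKM in each D. mel WT SG cyst. It was 4 to 26 genes in D. mel KO SG cysts and 12 to 22 in replacement SG cysts, so many were detected there too. In each D. mel WT testis library it was 3 genes, and the list mean was at most 0.743. Acp54A1, Acp98AB and Acp33A reached means of 825.1, 610.7 and 316.1 FPKM in D. mel WT SG cysts, against 64.7, 55.3 and 43.7 in D. mel KO and 37.5, 36.3 and 31.7 in the replacement line. The lowest list mean of a D. mel WT SG cyst was 57.3, above the highest of 27.1 in D. mel KO and replacement SG cysts, as accessory gland RNA in these libraries would give. Acp36DE did not follow, with 5.03 to 18.6 FPKM in D. mel WT SG cysts against 5.68 to 12.6 in D. mel KO SG cysts, although it is the highest gene of the list in D. mel KO testis replicate 2. Acp54A1 and Acp98AB did not keep their proportion over the D. mel WT SG cysts. They had 2099 and 735 FPKM in replicate 1, and 242 and 1205 FPKM in replicate 6. All 6 D. mel WT SG libraries, and no other D. mel cyst, carry an added mark in their names. In D. simulans, D. sim WT eST replicate 5 alone carries it, so the mark is not particular to this line or stage, and what it stands for is not known. In D. melanogaster it follows the genotype at SG, so that libraries made or sequenced apart cannot be told apart from the genotype there. Whole testes also hold SG cysts. The list mean was 0.587 to 0.743 in D. mel WT testes, against at least 0.838 in D. mel KO and 0.80 in replacement testes. No excess in D. mel WT was thus seen there, which argues against an effect of miR-983 on these genes in SG cells. The share of SG RNA in testes is not known, and no direct test was made. The levels in the D. mel WT SG cysts may therefore come from accessory gland RNA or from a separate handling. The genotype is less likely and not excluded.

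Accessory gland genes were also high in D. mel KO testis replicate 2, with a list mean of 21.1 FPKM against at most 0.899 in the other D. mel testis libraries. There, 27 of the 30 genes were higher than in the other 8 D. mel testis libraries, as accessory gland RNA in that library would give. In it, lectin-46Cb reached 6.28 and Sfp33A3 20.8 FPKM, and Acp36DE was the highest gene of the list at 118.2. The 3 exceptions were Acp54A1, the highest by mean in D. mel WT SG cysts, with 0.41 FPKM against 2.38 in D. mel KO testis replicate 3, and Sfp79B and Sfp24Ba, at 0 FPKM there. A candidate explanation is accessory gland RNA taken along with the testes. As the list is mixed differently here and in the D. mel WT SG cysts, and no accessory gland library was at hand to compare with, the source of either is left open. No biological explanation was tested, as the design gives none for 1 replicate.

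The muscle list reached 47.6 FPKM in D. mel WT pSC replicate 1 (47.63, next highest of its line 18.84), against at most 25.9 in the other D. mel pSC cysts. TpnC47D, a candidate gene of Supplementary Table S4, had 88.79 FPKM in it and at most 4.215 in the other D. mel WT pSC cysts. Among the 15 muscle genes, 13 were higher in it than in the other 14 D. mel pSC cysts, with a median of 19.4 FPKM against at most 2.38. Act57B, Mlc1, Mlc2 and Mhc had 140, 90.9, 54.6 and 8.9 FPKM. The 2 exceptions were TpnC41C, under 1 FPKM in all of these cysts, and Act87E, the highest gene of the list, with 216.8 FPKM there and up to 367.6 in the others. In D. mel WT testes, 14 of the 15 genes were above 1 FPKM. The high TpnC47D value may come from muscle RNA in that cyst. No biological explanation was tested, as the design gives none for 1 cyst.

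Single cysts stood apart from the others of their line in 11 of 148 groups, where chance gives about 1 in 20. Of these, 5 were in the 36 groups for marker lists, 3 in the 60 groups for genes of Supplementary Table S4, 2 in the 20 groups for mean correlation and 1 in the 12 groups for position between stages. The accessory gland list had 12.36 FPKM in D. mel KO pSC replicate 3 (next 3.399) and 3.586 in D. mel WT eST replicate 3 (next 0.5143). The second value comes from 1 gene, Acp95EF, with 99.2 FPKM there, against 1.88 to 6.72 in the other D. mel WT eST cysts and 40.6 to 61.0 in D. mel WT rST cysts. The mean of the muscle list was 17.23 in D. mel WT rST replicate 1 (next 20.95). That low mean comes from Act87E alone, with 212.7 FPKM against at least 297.3 in the other D. mel WT rST cysts, while Mlc1, Act57B and wupA were highest in this cyst. The cyst cell list was high in D. mel KO eST replicate 3, at 4.67 (next 3.221), mostly by eya with 11.7 FPKM (next 6.08). There, zfh1 with 2.18 FPKM (next 0.804) and tj with 0.133 (next 0.025) were also the highest of their line, while so was not raised. Over all D. mel conditions the median over libraries of the mean of the cyst cell list lay between 2.12 and 7.96 FPKM. In D. mel KO eST replicate 3, Ccdc85 had 4.216 FPKM (next 1.3), and in replacement eST replicate 1 CG43895 had 0.2887 (next 1.1). The cause of these values was not tested.

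D. mel WT eST replicate 3 lay at -0.878 from the mean of its stage along the axis from rST to eST, with the next cyst of its line at 0.149. D. mel KO SG replicate 4 had a mean correlation of 0.9 with the other cysts of its line (next 0.928), and lay at -0.629 from the mean of its stage along the axis from SG to pSC. Most of the spread between SG cysts and between pSC cysts of a genotype lay along 1 component, which held 70.9% of it at SG and 69.8% at pSC. Over genes, this component correlated with the axis between stages at 0.867 at pSC, 0.831 at SG, 0.598 at rST and 0.307 at eST. This is consistent with cysts taken at different points between stages at SG and pSC, while at eST the relation is weak.

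D. sim WT SG replicate 2 had a mean correlation of 0.891 with the other cysts of its line (next 0.925), and resembled D. sim KO more than D. sim WT on the genes that part the testes (correlations of 0.172 and -0.172). Of 14 genes on in D. sim WT and off in D. sim KO testes, 6 were above 0.5 FPKM in it, against 12 to 14 in the other D. sim WT SG cysts and 8 to 11 in D. sim KO SG cysts. None of 3 genes on in D. sim KO and off in D. sim WT testes was above 0.5 FPKM in it, as in the other D. sim WT SG cysts and D. sim KO SG replicate 2. These counts leave its label open. In D. mel KO SG replicate 2, none of the 10 genes on in D. mel WT and off in D. mel KO testes was above 0.5 FPKM, against 8 to 10 in D. mel WT SG cysts, which counts against a wrong label.

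The C-B contrast differed between stages, at an FDR under 0.05 for the difference itself, for 57 genes between SG and pSC, 276 between SG and rST, 144 between SG and eST, 4 between pSC and rST, 58 between pSC and eST and 19 between rST and eST. DESeq2's size factors gave 58, 271, 126, 5, 56 and 22 genes. In the same order, 2, 1, 1, 4, 2 and 4 of 40 splits of the same cysts gave as many, the real one included. By these numbers chance can be excluded for the differences of SG from rST and from eST, and cannot be for the others. At an unadjusted p under 0.05, the real split had 2803 genes between SG and rST against at most 1636 in the others, but 1624 between SG and eST against up to 2628. Both of these rest on the 6 D. mel WT SG libraries, which carry the added mark and high accessory gland genes, so that a separate handling or accessory gland RNA stays open for them. Differences in the timing or spread of the cysts were not ruled out as a technical contribution for any pair of stages, and a stage-specific effect of miR-983 remains untested against all of these.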

How the results depend on the processing

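Tests chosen after the data were seen were DESeq2's test against a log2 fold change of 1, protein-coding genes alone, and the position of each cyst between the stage means as a covariate.

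Of 57 summary results under 671 settings, 562 values stayed within 1.5 times the reported count or within the spread of the replicates, 100 moved further and 9 changed direction. Of 111 single-gene results under 1706 settings, 1625 kept direction and side of the threshold, 48 fell short of it, 15 newly passed it and 18 changed sign. DESeq2's size factors moved no summary result by more than this. They changed the median log2 fold change of C-B over all genes at rST from 0.16 to 0.06. A single gene is counted here as past its threshold at a p under 0.05 for C-B of genes in Supplementary Table S3 and at an FDR under 0.05 for the others, without a threshold on the fold. The genes named by size in A, B and C stayed at an FDR under 0.05 under all alternatives run. Of the 11 in C-B, 5 did so. The other 6 kept their sign and an unadjusted p under 0.05 but not the FDR by Student's test on DESeq2's estimates, CG17105 also not with the replicate block. Unless stated, the cause was not tested.

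DESeq2 called 328, 286 and 290 genes in A, B and C at SG, 521 and 795 in B and C at pSC, and 912, 464 and 1020 in A, B and C at eST. Student's test on its estimates gave 1680 genes for C-B in testes, 646 at SG, 850 at pSC, 1842 at rST and 999 at eST. With it, 5 genes of Supplementary Table S3 had a p under 0.05 at SG, 101 genes had one at all 4 stages, 8942 at none, 315 gained it at pSC and lost it at rST, and 1157 gained it at rST and lost it at eST. This test gave 0.0483% of unchanged simulated genes a p under 0.05, which makes fewer calls by construction. DESeq2 gave 3 genes of Supplementary Table S4 an FDR under 0.05 in C at SG and 2 at eST, where edgeR gave none at either. DESeq2's test against a log2 fold change of 1 asks for more evidence by construction. It called 445, 195 and 147 genes in A, B and C in testes, 79 and 49 in B and C at SG, 505, 117 and 103 in A, B and C at pSC, 648, 167 and 178 at rST, and 297, 112 and 118 at eST.

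A filter of 50 normalized counts tests fewer genes. It gave 766, 478 and 385 genes in A, B and C in testes, 1008 in A at rST, 185 with C-B at all 4 stages, 2923 at none and 488 gained at pSC and lost at rST. At an FDR under 0.05, C-B had 251 genes at SG, 527 at pSC, 2572 at rST and 640 at eST. With only the 2 groups in the fit, B and C called 16 and 44 genes at SG and C 235 at eST. With a replicate block, A, B and C called 36, 5 and 2 genes at SG, A and C 1058 and 102 at pSC, C 452 at rST, and B and C 132 and 219 at eST, C-B had 1101 genes at SG, and 5 genes of Supplementary Table S3 had a p under 0.05 at SG. Replicate numbers do not pair the libraries, since the median correlation of residuals of libraries with the same number was between -0.073 and 0.084. With the position covariate, B and C called 115 and 231 genes at SG and 471 and 793 at pSC, and C-B had 4932 genes at pSC.

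The effect size by stage rST minus the lowest other stage, as medians of |C-B| (-0.0208, standard error 0.15) changed sign without a filter (0.0014) and with the replicate block (0.0261). Leaving out 1 cyst gave -0.1 to 0.0361, above 0 without D. mel WT pSC replicate 2 (0.0003) or 3 (0.0054), replacement pSC replicate 1 (0.013), D. mel WT rST replicate 2 (0.0027) or 3 (0.0361), and replacement rST replicate 1 (0.0117) or 3 (0.0291). The SG share of peak expression was 42.6% in D. mel WT by the highest mean, and in D. sim WT 49.8% by the highest mean and 54.1% with genes of at least 1 FPKM. The median correlation of testis replicates was 0.992 with genes of at least 1 FPKM and 0.992 with protein-coding genes, and that of eST cysts 0.902 with genes of at least 1 FPKM.

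Leaving out 1 cyst gave 60 to 122 genes in A at SG, with 60, 64, 64 and 61 without D. sim KO replicates 3, 4, 5 and 6. In C at SG it gave 9 to 17, with 9, 12, 12, 11, 10 and 9 without D. mel WT replicates 1, 2, 4, 5, 6 and 7, and 9 and 10 without D. mel KO replicates 1 and 3. In A at pSC it gave 1150 to 2478, the latter without D. sim WT replicate 4. In C at pSC it gave 90 to 447, with 130, 90, 102 and 447 without D. mel WT replicates 1, 2, 3 and 4, and 142, 127, 131 and 114 without D. mel KO replicates 1, 2, 4 and 5. In C at eST it gave 203 to 946, with 205, 204 and 219 without D. mel WT replicates 1, 2 and 4, and 221, 212, 946, 203 and 266 without D. mel KO replicates 1, 3, 4, 5 and 6. The genes of Supplementary Table S4 with an FDR under 0.05 in C were 0 to 1 at SG, 1 without D. mel KO replicate 2, and 0 to 2 at eST, 2 without D. mel KO replicate 4. The numbers of genes in A, B, C and C-B in testes stayed within 1.5 times when 1 library was left out, while the difference of the median |C| and the median |B| (-0.0413) was -0.0606 to -0.0214, the latter without D. mel WT replicate 3.

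Genes whose sign changed had no FDR under 0.05 in the comparison concerned. In B at SG, glob1 (-0.85) was 0.118 with the replicate block and -1.17 to 0.0366 with 1 cyst left out, above 0 without D. mel KO replicate 3. There, lectin-46Cb (-0.07) was 0.0277 with a filter of 50, 0.0247 with only the 2 groups, 0.922 with the replicate block and -0.492 to 1.04 with 1 cyst left out, above 0 without D. mel KO replicate 4 (1.04), replacement replicate 4 (0.184) or 6 (0.102). Sfp33A3 (-0.473) was -0.975 to 0.909 with 1 cyst left out, above 0 without D. mel KO replicate 4. At rST, CG43296 in C (0.0974) was -0.0214 with the replicate block and -0.0241 to 0.23 with 1 cyst left out, below 0 without D. mel KO replicate 6. CG1812 in B (0.0228) was -0.0118 to 0.065, below 0 without replacement replicate 2 (-0.00118) and D. mel KO replicates 4 (-0.0118) and 5 (-0.0111). There, alpha-Est5 in B (0.0502) was -0.0553 with the replicate block and -0.0656 to 0.152 with 1 cyst left out, below 0 without replacement replicate 4 (-0.0656) and D. mel KO replicate 6 (-0.0508). At eST, Ccdc85 in B (0.473) was -0.0183 to 0.871, below 0 without replacement replicate 5.

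Leaving out 1 cyst also moved single genes across their threshold. In C at rST, alpha-Est5 (0.663) had no FDR under 0.05 without D. mel WT replicates 1 (0.596), 2 (0.649) or 4 (0.667) or D. mel KO replicates 2 (0.652), 4 (0.661), 5 (0.65) or 6 (0.571), nor with the replicate block (0.567). In B at rST, CG9701 (-1.04) had none without D. mel KO replicates 1 (-1.08), 2 (-0.889), 3 (-1.02) or 4 (-0.976) or replacement replicates 1 (-0.99), 3 (-0.917) or 5 (-1). For C-B at SG, dimm (1.87) lost its p under 0.05 without D. mel WT replicates 2 (1.79), 5 (1.83), 6 (1.83) or 7 (1.86) or replacement replicate 5 (1.62), and Sox21b (-3.38) without replacement replicate 4 (-1.8). At eST, CG31370 (2.49) lost it without D. mel WT replicate 3 (1.2), and Dscam4 (1.86) and hebe (1.59) without D. mel WT replicate 1 (1.19 and 1.09). An FDR under 0.05 in C was newly reached by glob1 at SG without D. mel KO replicate 2 (-2.85), CG1812 at rST without D. mel WT replicates 1 (-0.369) or 3 (-0.606), and Ccdc85 (-2.01) and CG2736 (1.35) at eST without D. mel KO replicate 4, and in B at rST by CG2736 without replacement replicate 2 (-1.33) and CG31974 without D. mel KO replicate 2 (-0.873).

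The alternatives for context effect genes, regulatory categories, the correlation of miR-983 and context effects, the correlation with divergence, and the divergence between species were not run, as gene identifiers were not paired between the species. Counting error limits the ratios of genes with few reads in 1 group, and spread between cysts limits the calls at SG, pSC and eST, where the biological coefficient of variation was 71.3%, 55.8% and 59.8% in D. melanogaster, against 40.7% at rST. Of 200 genes given a simulated absolute log2 fold change of 2 in the C-B contrast, 54.5% were recovered at SG, 56.5% at pSC, 87.5% at rST and 56.5% at eST.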

Differences from the paper's values

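The only test named here that was chosen after the results were seen is DESeq2's test against a log2 fold change of 1.

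The paper counts 559 differentially expressed genes in D. simulans testes, and A gave 1285, which is 2.3 times as many. Of the 11 alternatives set before the data were examined, a filter of 50 normalized counts gave 766, within 1.5 times the paper's value, and the other 10 did not come within it, with 1328 the most. For D. mel WT against D. mel KO the paper counts 115 genes, and C gave 661, 5.75 times as many. None of the 12 alternatives set before the data were examined came within 1.5 times, with 385 to 710 genes. For the replacement line against D. mel KO the paper counts 172 genes, and B gave 794, 4.62 times as many. Again none of the 12 alternatives set before the data were examined came within 1.5 times, with 478 to 825 genes. DESeq2's test against a log2 fold change of 1, chosen after seeing the values, gave 445, 147 and 195 genes in A, C and B, all within 1.5 times the paper's values. The paper's text does not list the genes it called, so that how many of them this test drops cannot be counted. The genes tested here are all expressed genes of each species, a wider set than the 1:1 orthologs of the paper. In both, A had the most genes, then B, then C.

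The genes for which B and C differ in testes sum to 1936 in the paper's categories I, III and IV. The C-B contrast gave 5084 genes over all expressed genes, 2.63 times as many, while Student's test on DESeq2's estimates, the procedure of the paper's methods, gave 1680, or 0.868 times.

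In Fig. 2C the paper states that dme-miR-983 has greater effects than dsi-miR-983 within D. melanogaster testes. Over the genes with a C-B p under 0.05, the difference of the median |C| minus the median |B| was -0.0413 here and -0.0791 by DESeq2. It was negative under all alternatives run in testes, with -0.0214 the closest to 0, without D. mel WT replicate 3. In cysts the difference was in the paper's direction at pSC (0.205), rST (0.119) and eST (0.262), and not at SG (-0.0537). At pSC it fell below 0 by DESeq2 (-0.0321) and without D. mel WT replicate 1 (-0.017) or replacement replicates 2 (-0.000928) or 4 (-0.0716), at rST without D. mel WT replicate 1 (-0.0228), and at eST without D. mel KO replicate 3 (-0.0226). At SG it rose above 0 with a filter of 50 normalized counts (0.0589) and without D. mel WT replicates 1 (0.0351), 2 (0.0308), 4 (0.0237) or 5 (0.0285), D. mel KO replicates 1 (0.211) or 3 (0.266) or replacement replicate 1 (0.0584). The genes here are not restricted to those with only miR-983 effects.

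The paper states that cysts are grouped in Fig. 3A by stage and species and not by genotype. Stage was shared by the most similar cyst for 59 of 62 D. mel cysts and 42 of 45 D. sim cysts here, as the paper states. Within a stage, the most similar cyst was of the same genotype for 56 of 62 and 44 of 45 cysts, against 18.1 and 20.4 by chance. A collection or preparation shared by the cysts of a line could give the same. The measure is correlation over all genes, not a diffusion map.

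The paper states that most genes reached peak expression at SG. Here SG held the largest share in both species, 50.9% in D. sim WT and 40.2% in D. mel WT. The latter share is less than most. By the stage of the highest mean the shares were 49.8% and 42.6%, and with genes of at least 1 FPKM 54.1% and 41%. The genes here are a wider set than the 1:1 orthologs of the paper.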

Other observations

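Chosen only after the results were seen were both tests of the X chromosome in testes, the test on replacement SG replicate 1 and the position covariate.

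Few genes on X were called in testes between D. mel WT and D. mel KO, 1.28% against 5.83% on the arms of chromosomes 2 and 3. In B, which uses the same D. mel KO libraries, 6.41% were called on X and 6.21% on these arms, which argues against genes on X being harder to call. Strains that share their X chromosome and differ on the autosomes would give the low share in C. In SG cysts, 7.09% of X genes had a p under 0.05 in C against 8.79% on these arms, and 9.62% against 8.47% in B. At eST the shares were 12% and 18.7% in C and 16.6% and 13.6% in B. At rST they were 21.9% and 29.1% in C and 23.8% and 19.2% in B. At pSC they were alike in C, at 18% and 17.9%, though 0.665% of X genes were called in C and 3.33% in B. The paper's methods describe crosses of the edited D. mel lines to other stocks, which can bring in other autosomes. The low share of X may come from the genetic background of the strains, while an effect of miR-983 mostly on autosomal genes was not tested. In D. sim testes, A called 6.04% of X genes and 11.1% on the arms, so a low share of X is not found in D. mel alone.

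Genes called in A in testes lay unevenly along the D. sim chromosomes. The variance of the called share over 59 windows of 2 Mb was 5.25 times that of shuffled calls (permutation test, one-sided, p = 1e-04, the smallest that 10000 shufflings can give), with 1.02% to 22.8% of genes called per window. By the same permutation test it was 2.71 times in C (p = 0.003) and 2.6 times in B (p = 0.002). This is consistent with blocks of chromosome that differ between the strains. Neighbouring genes that respond together to miR-983 were not tested.

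A had more called genes than C in testes. With each library thinned to 15478484 counts, A called 1212.5 genes and C 655.5 (medians of 10 draws), a ratio of 1.85, which argues against depth as the cause. A difference in genetic background and a stronger effect of the KO in D. simulans remain open.

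C-B had more genes at rST than at SG, 4582 against 2335. Counts simulated with rST means and SG spread gave a median of 2590 genes (2537 to 2692 over 10 draws), close to the number at SG. As this rests on simulated counts, a smaller spread at rST cannot be told apart from a larger effect of miR-983. With the position of each cyst as a covariate, pSC had 4932 genes and rST 3350, so rST then did not have the most. The median |C-B| was lowest at rST, and other splits of the same cysts also gave their lowest median there, 0.231 against 0.357 at SG, 0.325 at pSC and 0.385 at eST. The low median at rST may therefore come in part from a smaller spread between cysts, though the excess of the real split over the others was 0.213 at rST, against 0.242, 0.14 and 0.169 at SG, pSC and eST.

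Other splits of the same samples were run for every comparison. In testes, only the real one (1 of 10 splits) gave as many genes in each of A, B, C and C-B. As 3 libraries against 3 make 10 splits, this share is never under 0.1, and the count by itself could not have excluded chance. By edgeR's quasi-likelihood test, no other split called a gene in A, B or C, and at most 404, 714 and 867 genes had an unadjusted p under 0.05, against 5218, 4409 and 3697 in the real one. For C-B it was at most 726 against 5084. DESeq2 was not run on other splits. In cysts, chance is judged by the number of genes called, or for C-B with a p under 0.05. At SG, 1 of 40 splits gave as many in A and in C, where chance can be excluded for that number, 3 in B and 2 in C-B, where it cannot. At pSC it was 1 in A and in C, where chance can be excluded for that number, and 2 in B and 4 in C-B, where it cannot. At rST and eST it was 1 of 40 in each of A, B, C and C-B, so that chance can be excluded for these numbers. In C at SG this leaves open a separate handling of the 6 D. mel WT SG libraries with an added mark.

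Other measures of the same splits do not exclude chance everywhere. At an unadjusted p under 0.05, another split had more genes than the real one at SG in A (3419 against 1064), B (6263 against 1132) and C (1552 against 1151), at pSC in B (5823 against 1552) and C (3145 against 2321), and at eST in A (2168 against 1667), B (1923 against 1743) and C (2600 against 2201). The real one had the most at pSC in A (4168 against 2350) and at rST in A (4392 against 2033), B (2452 against 2277) and C (3485 against 1960). By the median absolute log2 fold change, the splits as large in A, B, C and C-B were 18, 16, 9 and 7 of 40 at SG, 1, 10, 4 and 8 at pSC, 1, 2, 1 and 1 at rST, and 8, 3, 7 and 1 at eST, the real one included. The largest other splits called 3586 genes in B at SG and 3157 at pSC, and had 2565 and 6537 genes with a p under 0.05 for C-B. The largest other split for C-B at pSC set D. mel WT replicates 1, 2 and 5 and replacement replicates 1 and 3, the 5 of these 10 cysts lowest on the axis from SG to rST, apart from the others.

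Replacement SG replicate 1 had the lowest correlations, 0.789 with 1 other replacement SG cyst, and lay at -1.17 from the mean of its stage along the axis from SG to pSC, with the other replacement SG cysts between -0.267 and 0.398. A candidate explanation is a cyst taken at an earlier point than the others. The means of Supplementary Table S4 equalled those computed here, within 0.001 of the value, for replacement SG cysts only without this replicate, and with every replicate in the other cyst conditions of D. melanogaster. D. sim cysts were not compared in this way. It was kept in the results above. Without it, C-B at SG had 1961 genes, B called 58 and the median |C-B| was 0.454.

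In eST cysts, the markers wa-cup and d-cup had mean FPKM of 49.3 and 27.2 in the replacement line, against 864.5 and 297.6 in D. mel WT and 482.3 and 170.8 in D. mel KO. For wa-cup the cysts spread from 17.3 to 94.9, from 86.7 to 1618 and from 36.7 to 1715 in these lines, so that all 3 overlap. For d-cup they spread from 10.2 to 53.6, from 63.3 to 519.2 and from 32.9 to 435.0, so that the replacement line lay below D. mel WT without overlap, while D. mel KO overlapped both. In testes, wa-cup had 125.5 FPKM in the replacement line and 116.0 in D. mel WT.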
